# Transient cell-in-cell formation underlies tumor relapse and resistance to immunotherapy

**DOI:** 10.7554/eLife.80315

**Published:** 2022-09-20

**Authors:** Amit Gutwillig, Nadine Santana-Magal, Leen Farhat-Younis, Diana Rasoulouniriana, Asaf Madi, Chen Luxenburg, Jonathan Cohen, Krishnanand Padmanabhan, Noam Shomron, Guy Shapira, Annette Gleiberman, Roma Parikh, Carmit Levy, Meora Feinmesser, Dov Hershkovitz, Valentina Zemser-Werner, Oran Zlotnik, Sanne Kroon, Wolf-Dietrich Hardt, Reno Debets, Nathan Edward Reticker-Flynn, Peleg Rider, Yaron Carmi

**Keywords:** immunotherapy, cancer immunology, cell in cell, entosis, Mouse

## Abstract

Despite the remarkable successes of cancer immunotherapies, the majority of patients will experience only partial response followed by relapse of resistant tumors. While treatment resistance has frequently been attributed to clonal selection and immunoediting, comparisons of paired primary and relapsed tumors in melanoma and breast cancers indicate that they share the majority of clones. Here, we demonstrate in both mouse models and clinical human samples that tumor cells evade immunotherapy by generating unique transient cell-in-cell structures, which are resistant to killing by T cells and chemotherapies. While the outer cells in this cell-in-cell formation are often killed by reactive T cells, the inner cells remain intact and disseminate into single tumor cells once T cells are no longer present. This formation is mediated predominantly by IFNγ-activated T cells, which subsequently induce phosphorylation of the transcription factors signal transducer and activator of transcription 3 (STAT3) and early growth response-1 (EGR-1) in tumor cells. Indeed, inhibiting these factors prior to immunotherapy significantly improves its therapeutic efficacy. Overall, this work highlights a currently insurmountable limitation of immunotherapy and reveals a previously unknown resistance mechanism which enables tumor cells to survive immune-mediated killing without altering their immunogenicity.

## eLife digest

Cancer immunotherapies use the body’s own immune system to fight off cancer. But, despite some remarkable success stories, many patients only see a temporary improvement before the immunotherapy stops being effective and the tumours regrow.

It is unclear why this occurs, but it may have to do with how the immune system attacks cancer cells. Immunotherapies aim to activate a special group of cells known as killer T-cells, which are responsible for the immune response to tumours. These cells can identify cancer cells and inject toxic granules through their membranes, killing them. However, killer T-cells are not always effective. This is because cancer cells are naturally good at avoiding detection, and during treatment, their genes can mutate, giving them new ways to evade the immune system. Interestingly, when scientists analysed the genes of tumour cells before and after immunotherapy, they found that many of the genes that code for proteins recognized by T-cells do not change significantly. This suggests that tumours’ resistance to immune attack may be physical, rather than genetic.

To investigate this hypothesis, Gutwillig et al. developed several mouse tumour models that stop responding to immunotherapy after initial treatment. Examining cells from these tumours revealed that when the immune system attacks, they reorganise by getting inside one another. This allows some cancer cells to hide under many layers of cell membrane. At this point killer T-cells can identify and inject the outer cell with toxic granules, but it cannot reach the cells inside.

This ability of cancer cells to hide within one another relies on them recognising when the immune system is attacking. This happens because the cancer cells can detect certain signals released by the killer T-cells, allowing them to hide. Gutwillig et al. identified some of these signals, and showed that blocking them stopped cancer cells from hiding inside each other, making immunotherapy more effective.

This new explanation for how cancer cells escape the immune system could guide future research and lead to new cancer treatments, or approaches to boost existing treatments. Understanding the process in more detail could allow scientists to prevent it from happening, by revealing which signals to block, and when, for best results.

## Introduction

Given the direct correlation between the prevalence of cytotoxic T-cell immunity and improved clinical outcomes (Pagès et al., 2005; Galon et al., 2006; Fridman et al., 2012), most therapeutic strategies are aimed at harnessing T-cell immunity to fight cancer. These attempts include de novo expansion of tumor-infiltrating cytotoxic T cells (Restifo et al., 2012; Rosenberg, 2014), engineered T cells (Gross et al., 1989; Kalos et al., 2011), or blocking antibodies directed against suppressive receptors (Pardoll, 2012; Hodi et al., 2010). However, long-term follow-up indicates that while patients will experience tumor regression, it is frequently followed by recurrence of tumors that are largely resistant to subsequent treatments (Salati et al., 2018; Gide et al., 2018; Gauci et al., 2019). As tumor cells often express mutated proteins or neo-antigens (Vogelstein et al., 2013; Schumacher and Schreiber, 2015), it remains unclear why eliciting the full spectrum of T-cell immunity to these antigens is not sufficient to eradicate tumors.

Several theoretical frameworks have been widely employed to understand how tumors escape T-cell-based therapies. The main conceptual paradigm suggests that in order to avoid killing by T cells, tumor cells edit or lose their targeted antigens, or downregulate HLA molecules (Khong and Restifo, 2002; Dunn et al., 2002; Gajewski et al., 2013). However, the presence of immunogenic clones expressing neoantigens and HLA molecules, despite having infiltrated reactive T cells, has been well-documented (Straetemans et al., 2015). Accordingly, tumor resistance to immunotherapy was also shown to be acquired through tumor cell-intrinsic mechanisms, including loss-of-function of JNK and PTEN, MYC overexpression, and constitutive WNT signaling (Zaretsky et al., 2016; Sade-Feldman et al., 2017; Peng et al., 2016). Alternative explanation regarding how immunogenic clones can survive T-cell pressure is attributed to the capacity of relapsed tumors to promote a suppressive microenvironment (Sharma et al., 2017; Topalian et al., 2015). Along these lines, the discovery that tumor cells, as well as tumor-infiltrating cells, actively express receptors that negatively regulate T cells (i.e. PD-L1, PD-L2, and etc) activity highlighted novel mechanisms by which tumors escape immunosurveillance (Dong et al., 2002; Iwai et al., 2002). Nonetheless, only about 30% of the patients achieve durable objective response following treatment with checkpoint blockade (Topalian et al., 2015; Egen et al., 2020; Haslam and Prasad, 2019). Moreover, combination therapies of tumor-reactive T cells with immunomodulators such as regulatory receptors blockades are still not sufficient to profoundly improve response rates (Rohaan et al., 2018; Swart et al., 2016), which strongly suggests that additional escape mechanisms are involved.

While these frameworks provide important insights into the complex interactions between reactive T cells and tumor cells, why tumors recur in patients undergoing complete response following immunotherapy remains largely unknown. Most of our knowledge on this process comes from experiments comparing individuals who respond or do not respond to immunotherapy, and not from experimental settings that measure the cell-intrinsic changes, neoantigen landscape, and immune parameters within the same individual. Surprisingly, whole exome and genome sequencing comparisons of paired primary and relapsed tumors indicate that most clones in relapsed tumors are shared with the primary tumors, suggesting relatively low rates of clonal deletion (Yates et al., 2017; Hao et al., 2016; Gundem et al., 2015).

Therefore, to study this process in melanoma and breast cancer, we developed several mouse models in which resistant tumors relapse following immunotherapies. In both mice and humans, we found that the tumor cells remaining after immunotherapy form unique cell-in-cell structures and generate membrane architecture that is impenetrable by immune-derived lytic granules, cytotoxic compounds, and chemotherapies. While the outer cells in this formation are often killed by reactive T cells, the inner cells maintain their integrity and viability and can survive for weeks in culture containing reactive T cells. Once T cells are removed, the inner tumor cells disseminate back into their parental single cells. Overall, this work suggests that this biological process is a central mechanism through which tumor cells escape T-cell immunity and give rise to relapsed tumors.

## Results

### Relapsed tumor cells share neoantigens with primary tumors

To study tumor relapse, we initially looked for a mouse model in which tumors recur following their complete regression. Since the effect of classic checkpoint blockade therapies are limited in most mouse models, we used a combination of dendritic cell adjuvant with tumor-binding antibodies to elicit highly potent T-cell immunity (Spitzer et al., 2017; Carmi et al., 2015). A version of this therapy is now tested in a multi-center phase-I trial (Ackerman et al., 2021). While this treatment does not recapitulate the exact effect of checkpoint blockade therapy, it induces T cell-dependant immunity that completely eradicates established tumors across multiple models. Therefore, when palpable melanoma tumors were injected with a combination of TNFα, CD40L, and an antibody against the melanoma antigen TRP1, tumors were almost completely eradicated in all mice. Nonetheless, after about 10 days, half the mice developed recurrent tumors that were resistant to subsequent treatments (Figure 1A, Figure 2—video 1; Figure 1—figure supplement 1). Similar patterns of tumor relapse and resistance were also observed upon treating BALB/c mice bearing breast tumors with allogeneic antibodies and DC adjuvant (Figure 1A). To test if this occurrence represents a broader phenomenon, we also treated melanoma-bearing mice with splenic CD8^+^ T cells expressing TCR against gp100 or TRP2 melanoma antigens. Both treatments induced significant tumor regression, followed by tumor recurrence in all treated mice (Figure 1B, Figure 1—figure supplement 1B). As observed with the previous immunotherapy, recurrent tumors were resistant to subsequent treatment with gp100- or TRP2-reactive T cells (Figure 1B). In all cases, immune composition analysis of tumors following the second immunotherapy indicated treated mice across all immunotherapies show massive immune-cell and T-cell infiltration (Figure 1C) with a dominant representation of T-cell clones against the melanoma antigens TRP2 and gp100 (Figure 1D). To test if these tumor-infiltrating T cells (TIL) are active, we adoptively transferred them to naive mice and challenged them with tumor inoculation. In two different tumor models, TIL transfer prevented tumor growth, further indicating that their overall activity favours immunity (Figure 1E-F). Next, we assessed changes in immunogenicity of tumors following immunotherapy. 

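RNA of B16F10 cells, a mouse melanoma cell line, was sequenced by the authors in 12 libraries of 4 groups, with 3 libraries in each. Untreated B16F10 cells (WT), cell lines grown from tumors that relapsed after immunotherapy, and tumor cells sorted from such tumors with their RNA extracted at once (Tumor) are compared here, and cells incubated with T-cell-derived granules (Lyso) form the remaining group. The authors trimmed adaptors, aligned the reads to GRCm38 with STAR and deposited a table of raw counts per gene, without normalization. Counts on genes came to 1667398, 2350129 and 16384021 in the WT libraries. They ranged from 12749399 to 16402629 in the relapsed lines, with a median of 15087577, and from 3102442 to 5049496 in Tumor, with a median of 4317373. With the reads that fell on no gene included, the columns held 24345127 reads on average. From these counts, edgeR's quasi-likelihood test with TMM normalization was fitted to all 12 libraries at once, over the 14924 genes kept by its expression filter. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Normalized values are given as CPM, counts scaled to a common library size. WT 1, WT 2 and the Tumor libraries were shallow, while WT 3 and the relapsed lines were deep, so each comparison was also made within the libraries of similar depth. Against WT 3 alone no test is possible. A gene with 3 counts or fewer in a library was treated as not detectable there, which corresponds to 1.80 CPM in WT 1 and 0.183 CPM in WT 3, and such floors cover counting error only.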

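The MHC-I heavy chain genes H2-K1 (chromosome 17 of GRCm38, 33996017 to 34000347) and H2-D1 (chromosome 17, 35262730 to 35267499) are similar in sequence, so reads that match both are not assigned and their counts are uncertain. H2-K1 had 19.6 ± 12.2 CPM (SD, n = 3) in WT and 76.05 ± 62.2 CPM (SD, n = 3) in the relapsed lines, a log2 fold change of 2.03 (standard error 0.72, adjusted p = 0.339 from edgeR's quasi-likelihood test). Its values in the relapsed lines overlapped those in WT. H2-D1 had 115.9 ± 36.2 CPM (SD, n = 3) in WT and 179.5 ± 107.3 CPM (SD, n = 3) in the relapsed lines. B2m, the light chain of MHC-I (chromosome 2, 122147686 to 122153083), had 354.2 ± 130.3 CPM (SD, n = 3) and 598 ± 437.3 CPM (SD, n = 3). Dct, which encodes TRP2 (chromosome 14, 118012790 to 118052244), had 6776 ± 1175 CPM (SD, n = 3) in WT and 9104 ± 2890 CPM (SD, n = 3) in the relapsed lines. Pmel, which encodes gp100 (chromosome 10, 128704195 to 128720238), had 3334 ± 1035 CPM (SD, n = 3) and 4337 ± 1953 CPM (SD, n = 3). None of the 5 genes passed the threshold in the relapsed lines, with adjusted p-values of 0.665 for H2-D1, 0.591 for B2m, 0.513 for Dct and 0.704 for Pmel from the same test. Without the filter on low counts, 1 of the 5 genes, H2-K1, passed it. With 1 library left out in turn, the log2 fold change of B2m in the relapsed lines ranged from -0.015 to 1.11, so its sign was not stable. Against WT 3 alone, the log2 fold changes in the relapsed lines were 2.16 for H2-K1, 0.29 for H2-D1, 0.28 for B2m, 0.68 for Dct and 0.99 for Pmel.
In Tumor, H2-K1 rose to 439.3 ± 260.2 CPM (SD, n = 3), a log2 fold change against WT of 4.56 (standard error 0.77, adjusted p = 0.00129, edgeR). H2-D1 rose by 2.47 on the log2 scale (standard error 0.49, adjusted p = 0.00358, edgeR) and B2m by 1.85 (standard error 0.48, adjusted p = 0.0174, edgeR). All 3 Tumor libraries lay above all 3 WT libraries for each of these genes, for which an exact permutation test gives p = 0.1, the smallest that 3 against 3 allow. With 1 library left out in turn, the largest adjusted p was 0.0111 for H2-K1, 0.0189 for H2-D1 and 0.0827 for B2m, which then lost its call, as it did in the test against a log2 fold change of 1 itself (edgeR's glmTreat, adjusted p = 0.193). Against WT 1 and WT 2 alone, the log2 fold changes were 4.46 for H2-K1, 2.70 for H2-D1 and 2.18 for B2m. Dct and Pmel each had a log2 fold change of 0.13 in Tumor (standard errors 0.22 and 0.32), with adjusted p-values of 0.739 and 0.828 from edgeR. Against WT 1 and WT 2 alone, their log2 fold changes were 0.02 and -0.10. The sign of Pmel thus depended on the control libraries. Marker genes of fibroblasts were also higher in the Tumor libraries, 10 of 10. So were 14 of 20 listed interferon gamma response genes. The response genes summed to 430.7, 729.9 and 2106 CPM in Tumor 1, 3 and 4. H2-K1 rose in the same order (219.1, 372.4 and 726.4 CPM), as did H2-D1 and B2m. The fibroblast sums fell in that order, at 10710, 8745 and 7707 CPM. An order over 3 libraries cannot decide what raised these genes.

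**Figure D1:**
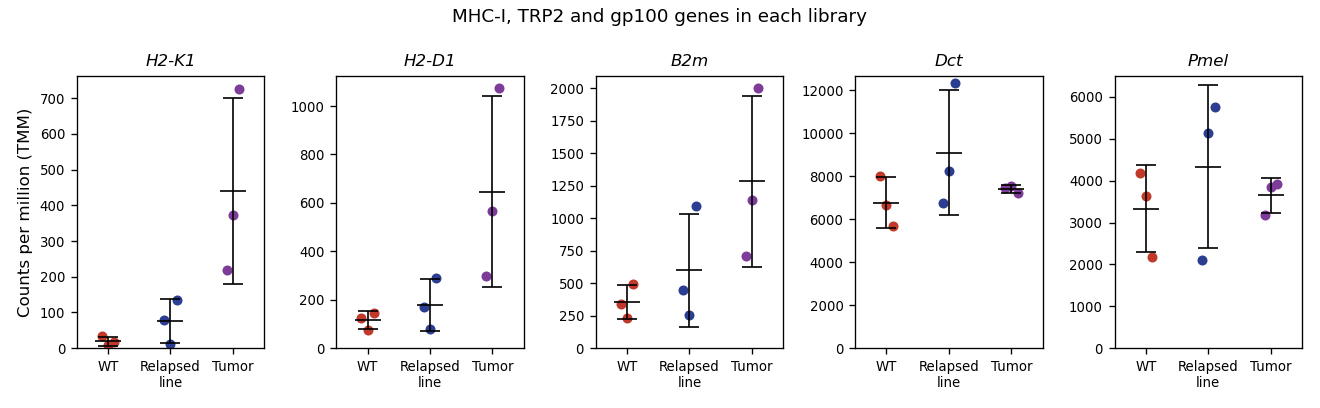
TMM-normalized CPM of H2-K1, H2-D1, B2m, Dct and Pmel in each of the 3 WT, 3 relapsed line and 3 Tumor libraries. Points are libraries, the long tick is the mean and the bars are 1 SD; for H2-K1 the Tumor libraries lie between 219.1 and 726.4 CPM, above the WT libraries.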

Analysis of melanoma cells showed they maintain expression of MHC-I (Figure 1—source data 1), as well as TRP2 and gp100 antigens (Figure 1G, Figure 1—figure supplement 1). To assess changes in immunogenicity of resistant cell lines, beyond TRP2 and gp100 expression, we analysed their neoantigen landscape in comparison to that of B16F10 from untreated mice. To this end, we established four lines of B16F10 that relapsed following immunotherapy and were resistant to subsequent treatments (Figure 1H). Whole exome analysis (WES) indicated comparable neoantigen burden across all samples (Figure 1I) with the same 25 germline mutations with the highest MHCI affinity (Figure 1J). RNAseq analyses further demonstrated similar patterns of gene expression (Figure 1—figure supplement 1H) as well as known B16F10 neoantigens in cell lines established from relapsed tumors sorted following effective immunotherapy (Figure 1K, Figure 1—source data 1). 

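Between the 3 relapsed lines and the 3 WT libraries, 2 genes were higher, among them Capn6, and 4 were lower (Itgb5, Tns1, Tgfb3 and Masp1) in the relapsed lines, and 1636 of the genes tested had an unadjusted p under 0.05. Capn6 had a log2 fold change of 2.82 (standard error 0.32, adjusted p = 0.0144, edgeR) and Itgb5 one of -2.55 (standard error 0.31, adjusted p = 0.0144, edgeR). Itgb5, Tgfb3 and Masp1 also lay below every WT library in all Lyso and Tumor libraries, so their lower values were not particular to the relapsed lines. Masp1 had log2 fold changes of -4.3 in Lyso and -5.3 in Tumor. Tns1 was higher than WT in both, and Capn6 was higher in Tumor (5.14). All comparisons share the WT libraries, so a difference of WT itself cannot be excluded. Against WT 3 alone, the WT library of similar depth, all 6 genes kept their direction with an absolute log2 fold change over 1. The libraries of all 6 genes did not overlap WT, so their direction was fixed in advance and only the size was open. The numbers of changed genes moved most with the filter on low counts: without it, 139 genes were higher and 126 lower. When only the compared groups were fitted, 0 genes passed. Capn6, Itgb5, Tns1, Tgfb3 and Masp1 each lost their call in at least 1 of the fits that left out 1 library, with largest adjusted p-values from 0.0932 (Itgb5) to 0.217 (Tns1) in edgeR's test. The libraries of 10.6% of the tested genes did not overlap between the groups, where chance gives 10%.
Figure 1—source data 1 lists 427 neoantigen genes, of which 423 were tested. None of them passed the threshold between the relapsed lines and WT, and 53 had an unadjusted p under 0.05. With the adjustment made over the list alone, 3 passed (Jph2, Omg, Prkg2), named after their values were seen. The median absolute log2 fold change of the 423 genes was 0.213, above that of 99.46% of 10000 random lists of genes matched on mean expression, whose median was 0.184. At a mean of at least 1 CPM, 374 of the genes were detected in WT and 377 in the relapsed lines. The 7 genes detected in WT and not in the relapsed lines reached at most 2.34 CPM in WT, and 10 were detected in the relapsed lines only. In Tumor, 60 of the neoantigen genes passed the threshold against WT, 52 of them higher and 8 lower, and 64 with the adjustment over the list alone.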

To assess the human relevance of these findings, we next plotted the neoantigen burden identified in relapsed melanoma (Zaretsky et al., 2016) and in non-small cell carcinoma patients Anagnostou et al., 2017 following treatment with checkpoint blockade. Consistent with our finding in mice, the majority of neoantigens were shared between relapsed tumors and their corresponding primary tumor (Figure 1L–M).

**Figure 1.**
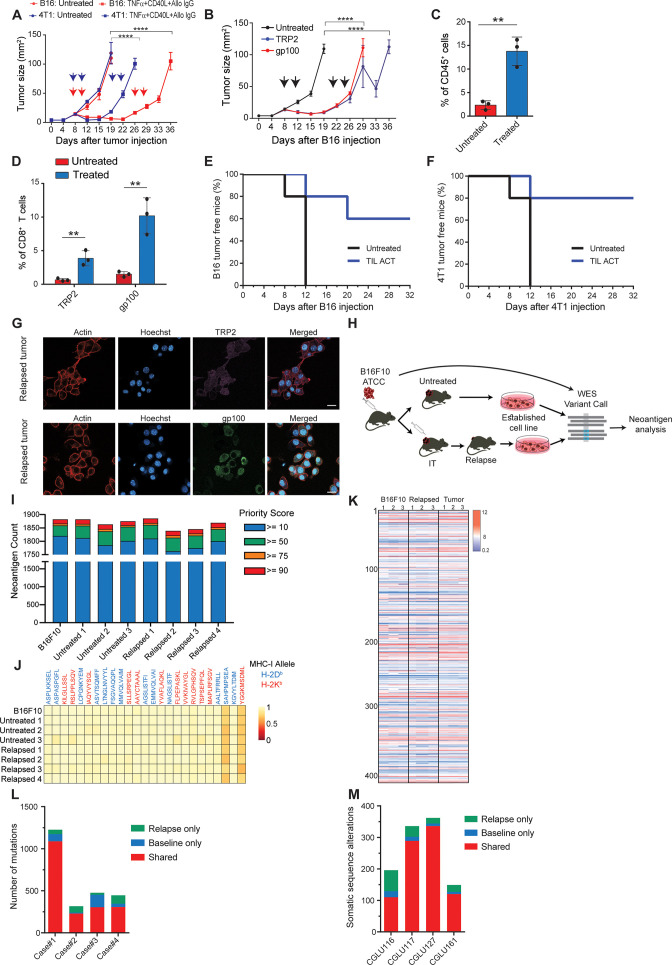
Immunotherapy-relapsed tumor cells share neoantigens with primary tumors. (**A**) Tumor size (in mm^2^) following treatments with anti-CD40, TNFα(i.e. (DC) adjuvant) and tumor-binding antibodies (n=5). Arrowheads indicate treatment. (**B**) Tumor size (in mm^2^) following adoptive transfer of gp100-reactive or TRP2-reactive CD8^+^ T cells (n=5). Arrowheads indicate treatment (**C**) Mean percentages of T cells out of CD45^+^ cells in B16F10 tumors treated with DC adjuvant and tumor-binding antibodies (n=3). (**D**) Mean percentage of TRP2- and gp100-reactive T-cell clones in tumors treated with DC adjuvant and tumor-binding antibodies (n=3). (**E**) Percentage of tumor-free mice injected with CD8^+^ T cells from immunotherapy-treated B16 tumors (ACT), and subsequently challenged with B16F10 cells (n=5). (**F**) Percentage of tumor-free mice injected with CD8^+^ T cells from immunotherapy-treated 4T1 tumors (ACT), and subsequently challenged with 4T1 cells (n=5). (**G**) Representative staining of TRP2 and gp100 in immunotherapy- relapsed B16F10 cells. (**H**) Illustration of neoantigen discovery pipeline. (**I**) Neoantigen burden in B16F10 cells isolated from untreated tumors, or following immunotherapy-treated B16F10 tumors (IT). (**J**) Allele frequency comparison of 25 neoantigens with the highest MHC-I affinity. (**K**) RNAseq expression level of B16F10-known neoantigens. (**L**) Primary and relapsed tumors non-synonymous mutation load in melanoma patients (n=4). (**M**) Somatic sequence alterations in NSCLC Patients (n=4). Experiments were repeated independently at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (** denotes p<0.01, **** denotes p<0.0001). Error bars represent standard error. Scale bars = 20 μm. Figure 1—source data 1.Log2 expression of B16F10 neoantigens, related to Figure 1.

**Figure 1—figure supplement 1.**
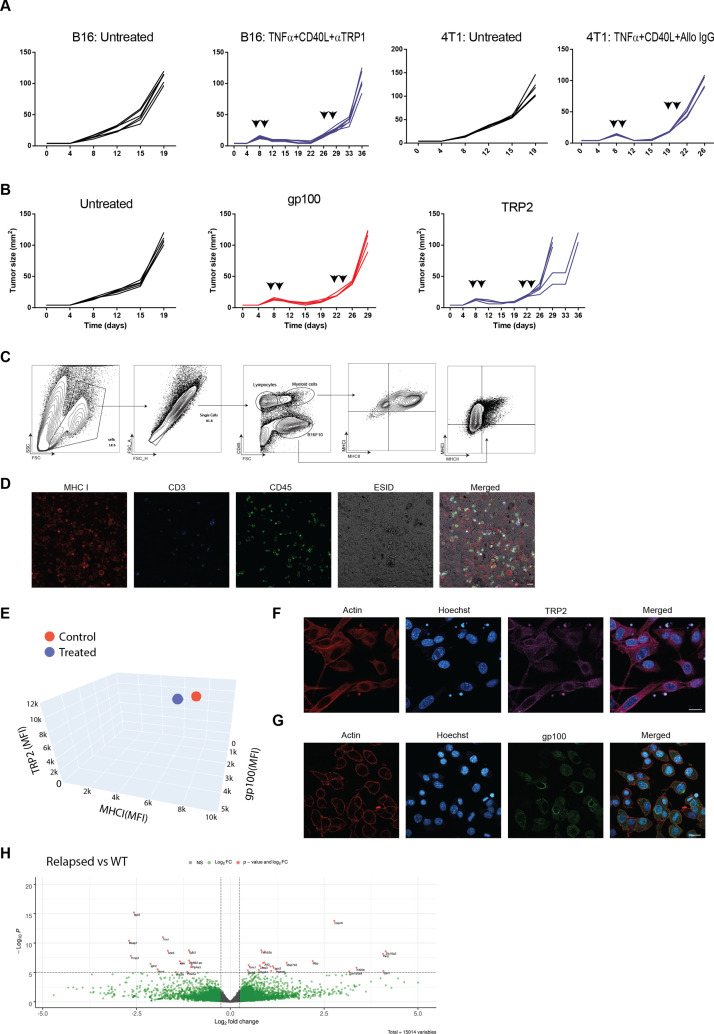
Comparing the immunogenicity of primary and relapsed tumors, Related to Figure 1. (**A**) Individual mice tumor growth curves from Figure 1. (**B**) Individual mice tumor growth curves from Figure 1B. (**C**) Gating strategy and MHC expression on immune and tumor cells following a second treatment with tumor-binding antibodies, TNFα, and anti-CD40 agonist. (**D**) Immunofluorescence of total single cells obtained from tumors treated twice with tumor-binding antibodies, TNFα, and anti-CD40 agonist. (**E**) Mean fluorescence intensity of MHCI, TRP2 and gp100 antigens on B16F10 tumor cells isolated from treated or untreated tumors. (**F**) Immunostaining of untreated B16F10 for melanoma antigen TRP2. (**G**) Immunostaining of untreated B16F10 for melanoma antigen gp-100. (**H**) Volcano plots comparing gene expression in B16F10 tumor cells sorted from relapsed tumors in vivo and B16F10 cell lines established from relapsed tumors following immunotherapy. Scale bar = 20 μm.

### Tumor cells surviving immunotherapy organize in a transient cell-in-cell formation

To assess whether tumors acquire resistance through inherent mechanisms, we next tested the susceptibility of cell lines established from treated mice to subsequent immunotherapy. Initially, cell lines established from tumors relapsed following TNFα, CD40L and anti-TRP1 were injected to naïve mice and allowed to reach a palpable size. Consistent with their patterns of gene and neoantigens expression, these tumors were equally susceptible to the same immunotherapy as the parental B16F10 cells, albeit relapsed more rapidly (Figure 2A, Figure 2—figure supplement 1A). Interestingly, these cell lines maintained their baseline levels of MHC-I, TRP2 and gp100 proteins albeit encountered with gp100 and TRP2 reactive T cells (Figure 2—figure supplement 1). Indeed, overnight incubation of these cell lines with gp100-reactive T cells indicated they are equally susceptible to killing as the parental cell line (Figure 2B). To further corroborate that, we established cell lines from relapsed tumors following treatment with gp100-reactive T cells and assessed their responsiveness to treatment with gp100-reactive T cells. Indeed, these cell lines responded similarly to the parental cells to this treatment (Figure 2C). Next, we tested if tumor cell lines established following killing with TRP2- and gp100-reactive T cells would be less sensitive to killing by the same reactive T cells. First, we established melanoma cell lines that survived killing by either gp100 or TRP2-reactive T cells. These lines were then incubated with gp100 and TRP2-reactive T cells, and their rates of killing were compared to that of the parental cell line (illustrated in Figure 2D). We found that both B16F10 parental cells and the cell lines established following killing by reactive T cells were equally susceptible to T cell killing, (Figure 2E). Taken jointly, these results suggest that transient in vivo mechanisms rather than inherited ones govern resistance of relapsed tumors. 

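Principal components were computed from the 500 most variable genes over the 9 libraries of WT, the relapsed lines and Tumor, on counts transformed with DESeq2's variance stabilization. PC1 held 80.81% of the variance and PC2 6.9%. On PC1 the WT libraries lay at -13.74, -15.85 and -13.89, and the relapsed lines at -13.1 (ITF1), -15.72 (ITM) and -12.74 (Rel). The Tumor libraries lay at 28.4, 27.55 and 29.09. The gap between Tumor and the nearest cultured library was 40.29, which is 12.94 times the range of 3.11 among the cultured libraries. The WT libraries and the relapsed lines overlapped on PC1, and on PC2 they spread from -6.27 (WT 3 and ITF1) to 14.26 (WT 1). The Tumor libraries were shallow like WT 1 and WT 2, which lay with the deep WT 3 on PC1. The choice that moved the share of PC1 most was the gene set, since all genes kept by the expression filter gave 58.77%. In the test across genes, 1278 genes were higher and 329 lower in Tumor than in WT, and against WT 1 and WT 2 alone 846 and 170 of these genes passed the threshold. Of the 1278 genes, 317 had 3 counts or fewer in all 9 libraries of WT, the relapsed lines and Lyso. Fibroblast marker genes summed to 9053 CPM in Tumor and 33.3 CPM in WT. Of 20 genes that cells induce early after a stimulus, 18 were higher in Tumor. How much of the gap comes from host RNA or from digestion and sorting could not be told. The paper sets its principal components beside its proposal, made from its killing and re-treatment experiments, that resistance is transient and not inherited.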

In support of this hypothesis, RNAseq analysis indicated that all the established cell lines cluster within the same principal components, whereas the expression profile of freshly sorted tumor cells from immunotherapy-treated mice is markedly distinct (Figure 2F).

**Figure 2.**
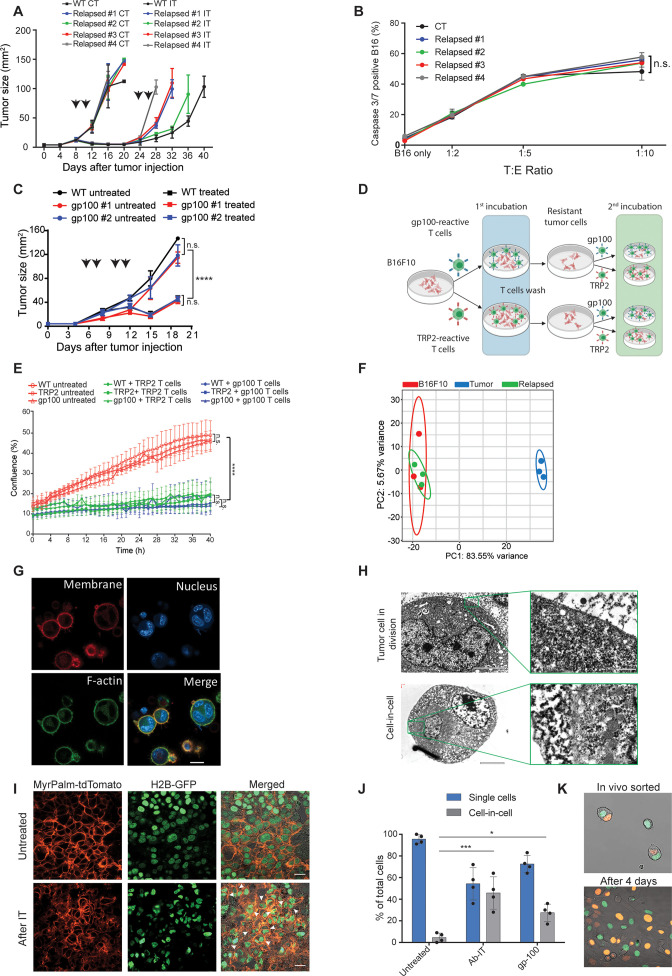
Tumor cells surviving immunotherapy organize in a transient cell-in-cell formation. (**A**) Tumor size (in mm^2^) of B16F10 control (WT) and cell-lines established from relapsed B16F10 tumors following re-treatments with DC adjuvant and anti-TRP1 tumor-binding antibodies (n=5). (**B**) Mean percentages of apoptotic tumor cells after incubation overnight with gp100-reactive CD8^+^ T cells (n=4). (**C**) Tumor size (in mm^2^) of B16F10 control (WT) and cell-lines established from relapsed B16 tumors following additional treatment with gp100-reactive T cell (n=4). Arrowheads indicate treatment. (**D**) Illustration of experimental design. (**E**) Confluence percentage of B16F10 following one or two incubations with gp100-reactive or TRP2-reactive CD8^+^ T cells. (**F**) Principal Component Analysis (PCA) of B16F10 tumor cell lines freshly isolated from treated mice. (**G**) Representative images of B16F10 tumor cells sorted from tumors relapsed after immunotherapy. (**H**) Transmitting electron microscopy images of immunotherapy-relapsed B16F10 tumor cells. (**I**) Representative histological sections of untreated B16F10 tumors, and 5 days following immunotherapy. Arrowheads indicate cell-in-cell formation. (**J**) Mean percentage of cell-in-cell and single cells in B16F10 tumor-bearing mice, left untreated, treated with DC adjuvant and anti-TRP1 (Ab-IT), and treated with gp100-reactive T cells (gp100 ACT) (n=4). (**K**) Representative images of B16F10 labeled with H2B-tdTomato and H2B-GFP immediately after isolation from tumor-bearing mice treated with DC adjuvant and anti-TRP1, and after 4 days in culture. Experiments were repeated independently at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (* denotes p<0.05, *** denotes p<0.001, and **** denotes p<0.0001). Error bars represent standard error. Scale bars = 20 μm (**G, I**), 5 μm (H left), 500 nm (H right).

**Figure 2—figure supplement 1.**
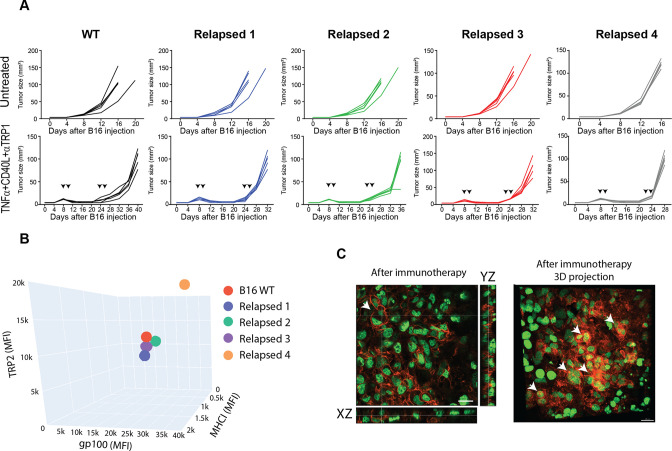
The immunogenicity of tumor cell that relapsed following immunotherapy does not inherently alter, compared to their parental cells. Relates to Figure 2. (**A**). Individual mice tumor growth curves from Figure 2A (n=5). (**B**) Mean fluorescence intensity of MHCI, TRP2 antigen and gp100 antigen on B16F10 and cell-lines established from relapsed B16 tumors. (**C**) Extended confocal section and 3D projection of histological sections of B16F10 tumors 5 days after immunotherapy.

**Figure 2—video 1.** Spontaneous induction of cell-in-cell formation following sorting of single cells from tumors treated with immunotherapy, related to Figure 2.

**Figure 2—video 2.** Spontaneous dissemination of cell-in-cell sorted directly from tumors following treatment with immunotherapy, related to Figure 2.

To better characterize the tumor cells that survive in mice following immunotherapy, we enzymatically digested treated tumors and sorted the live melanoma cells. Confocal analyses indicated that most of the tumor cells organize in clusters of several nuclei surrounded by a single membrane and cortical actin (Figure 2G). Transmission electron microscopy (TEM) of freshly sorted cells further corroborated a distinct segregation of the membranes and cytosols of the two cells. The inner cell was dense and seemed to have been compacted within another cell (Figure 2H). To ensure that these structures do not result from the isolation procedure, we also analysed histological sections of tumors, whose nuclei and cell membranes are fluorescently labeled. Indeed, immunotherapy-treated tumors showed increase prevalence of cell structures where one or more nuclei were surrounded by multiple membranes, especially in sites associated with tumor cell death (Figure 2I, Figure 2—figure supplement 1C). ImageStream FACS analysis as well as double blind count under confocal microscopy by pathologists indicated that about half the cells that survived immunotherapy are organized in such structures where multiple membrane layers surround the cell nuclei (Figure 2J).

To test if this formation was merely the result of incomplete cell division, we injected mice with tumor cells whose nuclei are labeled with GFP or tdTomato, and treated the mice with immunotherapy. About one third of the tumor cells were a mixture of both GFP and tdTomato nuclei (Figure 2K). Furthermore, monitoring the dynamics of single cells sorted from treated mice indicated that they spontaneously clustered in a cell-in-cell formation during their in vitro culture (Figure 2—video 1). Over time, all cells disseminated into single cells bearing morphological features similar to those of the parental cell line with no observed cells concomitantly expressing the two fluorophores (Figure 2—video 2).

### Tumor-reactive T cells induce transient cell-in-cell structure

To test whether a specific immune cell type mediates these cell-in-cell formations, we isolated the main effector cells from tumor-bearing mice and incubated them overnight with B16F10 tumor cells. We found that only T cells—mainly CD8^+^, and with slower kinetics also CD4^+^—induce a cell-in-cell formation with the same special characteristics as the ones observed in vivo following immunotherapy (Figure 3A, B, Figure 3—figure supplement 1, Figure 3—video 1). Consistently, no cell-in-cell structures were observed in Nude SCID- gamma^-/-^ (NSG) mice treated with immunotherapy (Figure 3C).

**Figure 3.**
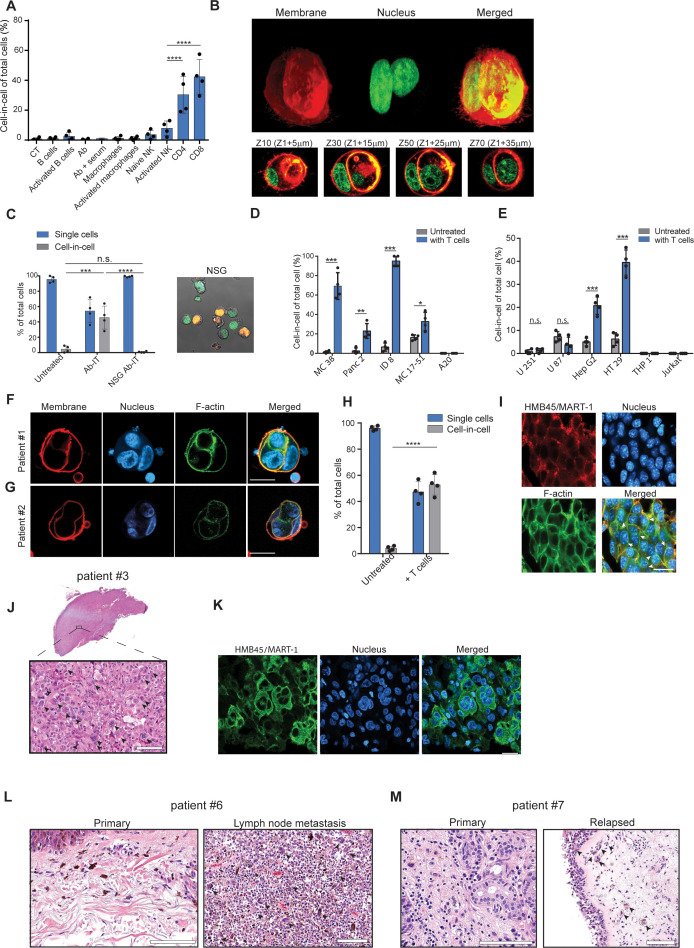
Tumor-reactive T cells induce transient cell-in-cell structure. (**A**) Mean percentage of cell-in-cell tumor formations following incubation of B16F10 cells with immune cells (n=4). (**B**) Representative 3D projection and horizontal sections (Z-stack) of B16F10 cells incubated with gp100-reactive CD8^+^ T cells. (**C**) Mean percentage of cell-in-cell tumor formations and single cells in tumor-bearing NSG^-/-^ mice treated with DC adjuvant and anti-TRP1 antibodies (n=4). (**D**) Mean counts of cell-in-cell tumor formations in mouse cancer cell lines cultured overnight with activated CD8^+^ T cells (n=4). (**E**) Mean counts of cell-in-cell tumor formations in human cancer cell lines cultured overnight with activated allogeneic CD8^+^ T cells (n=4). (**F–G**) Representative images of freshly-isolated human melanoma cells incubated overnight with autologous tumor-reactive T cells. (**H**) Mean percentage of cell-in-cell tumor formations following incubation of tumor cells isolated from melanoma patient with autologous tumor-reactive T cells (four technical replicates). (**I**) Histological section of human melanoma in NSG^-/-^ mice 7 days after treatment with patient autologous TIL and high-dose IL-2. (**J**) H&E staining of histological sections of involved lymph node from metastatic melanoma patient. (**K**) Immunostaining of involved lymph nodes from metastatic melanoma patient. (**L**) H&E staining of histological sections of primary and sentinel lymph nodes from untreated stage IV melanoma patients. (**M**) H&E staining of histological sections of untreated primary and relapsed melanoma patient. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (* denotes p<0.05, ** denotes p<0.01 *** denotes p<0.001, and **** denotes p<0.0001). Error bars represent standard error. Scale bars = 20 μm.

**Figure 3—figure supplement 1.**
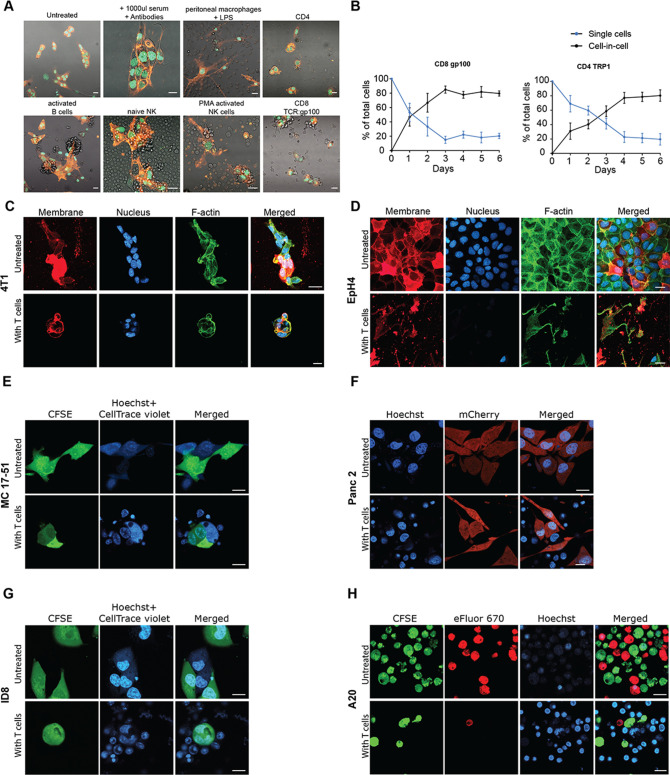
Murine tumor cell lines undergo cell-in-cell formation incubation with reactive T cells, Related to Figure 2 and Figure 3. (**A**) Representative images of B16F10 cells following incubation with different immune cell subsets from naïve mice. (**B**) Mean percentage over time of cell-in-cell and simple cells from B16F10 tumor incubated with gp100-reactive CD8^+^ or TRP1-reactive CD4^+^ T cells (n=4). (**C**) Representative images of breast epithelial cancer cells (4T1) incubated with allogeneic T cells (D). Representative images of breast epithelial non-transformed cells (EPH4) incubated with allogeneic T cells. (**E**) Representative confocal images of B16F10 and 4T1 incubated overnight with gp100-reactive or allogenic CD8^+^ T cells, respectively. (**E-H**). Representative images of murine cancer cell lines incubated overnight with activated allogeneic splenic CD8^+^ T cells. All experiments were repeated at least three times. Scale bars = 20 μm.

**Figure 3—figure supplement 2.**
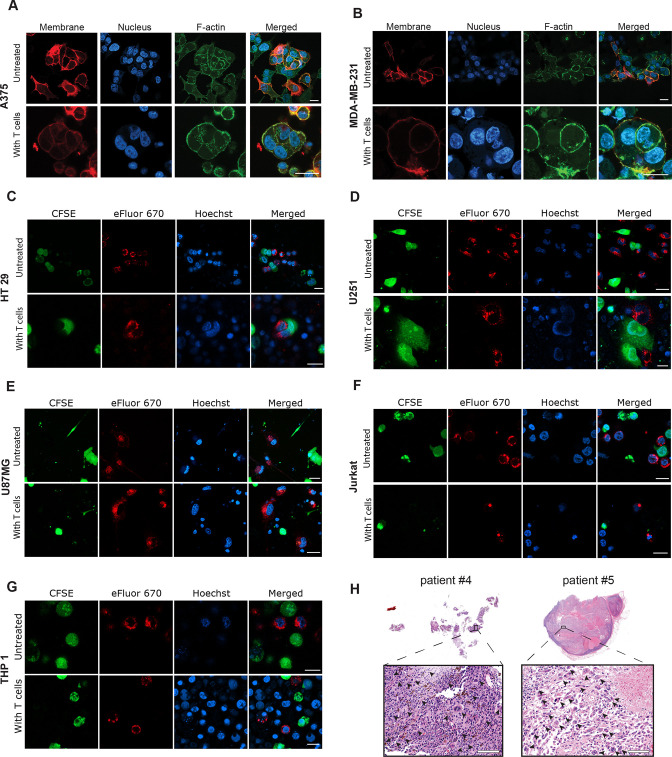
Human tumor cells undergo cell-in-cell formation following incubation with reactive T cells, Related to Figure 2 and Figure 3. (**A-G**) Representative images of human cancer cell lines incubated overnight with allogeneic T cells from healthy donors. (**H**) H&E staining of involved lymph nodes from metastatic melanoma patients. All experiments were repeated at least three times. Scale bars = 20 μm.

**Figure 3—video 1.** B16 cell-in-cell induction in vitro following incubation with gp100-reactive T cells, related to Figure 3.

**Figure 3—video 2.** HT29 cell-in-cell induction in vitro following incubation with allogeneic T cells, related to Figure 3.

We next tested whether this phenomenon occurs in other tumor cell types. Indeed, the same structures were also observed in 4T1 mammary carcinoma incubated with allogeneic T cells, but not in immortalized mammary epithelial cells (Figure 3—figure supplement 1). In contrast, immortalized mammary epithelial cells were completely killed by allogeneic T cells and did not form cell-in-cell structure (Figure 3—figure supplement 1) suggesting this phenomenon is restricted to tumor cells. We also tested whether tumor cells from different tissue origins can organize in cell-in-cell formation. To this end, we incubated tumor cell lines with allogeneic T cells and quantified the number of cell-in-cell structures after 24 hr. We found significant differences between tumor cell lines; on one end are pancreatic tumors and B cell lymphoma, which do not generate cell-in-cell structures, while on the other end, almost all the colon and ovarian carcinoma tumor cells that survive T cell killing, were organized in such structures (Figure 3D, Figure 3—figure supplement 1E–H).

We then tested whether similar structures are also formed by human cancer. To this end, we incubated tumor cell lines with pre-activated allogeneic T cells from healthy donors. Similar to our finding in mouse cells, the vast majority of breast, colon and melanoma tumors that survived killing had organized in transient cell-in-cell structures (Figure 3E and Figure 3—figure supplement 2). Moreover, a 3-day recording of the interactions between colorectal adenocarcinoma and activated T cells highlighted the dynamic nature of these cell-in-cell structures, as tumor cells constantly form and disseminate from it. These results further stress that most single cells will undergo cell death (Figure 3—video 2). In contrast, T cell and myeloid lymphomas as well as glioblastomas did not form such structures (Figure 3E and Figure 3—figure supplement 2A–G). We also assessed that in a more clinically relevant model. To this end, we isolated melanoma cells and their autologous reactive T infiltrating lymphocytes (TIL) from freshly resected primary melanoma tumors. Overnight incubation of patient-derived melanoma and their corresponding reactive TIL, resulted in vast tumor cell killing. Approximately half of the tumor cells that survived in culture were organized in a cell-in-cell formation (Figure 3F–H). To further corroborate these observations, melanoma cells from human patients were also injected into NSG^-/-^ mice and tumors were allowed to grow. Once tumors reached approximately 40 mm^2^, mice were injected i.v. with 1 × 10^7^ autologous TIL and with high-dose IL-2. Tumor sizes regressed drastically for several days until reaching a minimum size of 9 mm^2^, but regrew afterwards. Histological sections of tumors at this point indicated high prevalence of tumor cells organized in cell-in-cell formation (Figure 3I). We also analysed histological sections of multiple organs from four stage IV melanoma patients undergoing surgical resection of their primary, and metastatic draining lymph nodes. In all patients, cell-in-cell tumor formations were highly abundant in the T cell zone of the draining lymph nodes, but not in the primary tumors (Figure 3J–L and Figure 3—figure supplement 2H). In another patient with untreated recurrent melanoma, we observed that the vast majority of cells in the primary tumors were single cells, while recurrent tumors were highly enriched with cell-in-cell formations (Figure 3M).

### IFNγ induces membrane-bound proteins on T cells that mediate tumor cell-in-cell formations

To elucidate the process by which T cells induce a cell-in-cell formation, we initially compared their interactions with tumor cells to that of other immune cells using high-resolution SEM. Interestingly, tumor-reactive T cells, but not PMA plus ionomycin-activated NK cells or LPS-activated macrophages, express the intact granules on their cell membrane (Figure 4A, Figure 4—figure supplement 1). To test if these T cell-secreted granules can mediate cell-in-cell structures, we incubated splenic T cells with immobilized anti-CD3 and anti-CD28 and isolated intact granules on iodixanol gradient by ultracentrifugation (Casey et al., 2007). Secreted granules were washed and added to a culture of tumor cells. Similar to activated T cells, secreted granules were sufficient to induce cell-in-cell formation. Next, we tested if this formation can be induced by extracellular vesicles secreted by other cells. Hence, B16F10 cells were cultured overnight with extracellular vesicles from activated NK, macrophages, immortalized melanocytes (Melan A), B16F10-derived granules, or commercial 1 μM latex beads. However, none of these extracellular vesicles induced a cell-in-cell formation, suggesting this it is mediated by molecules that are highly enriched in activated T cells (Figure 4B, C).

**Figure 4.**
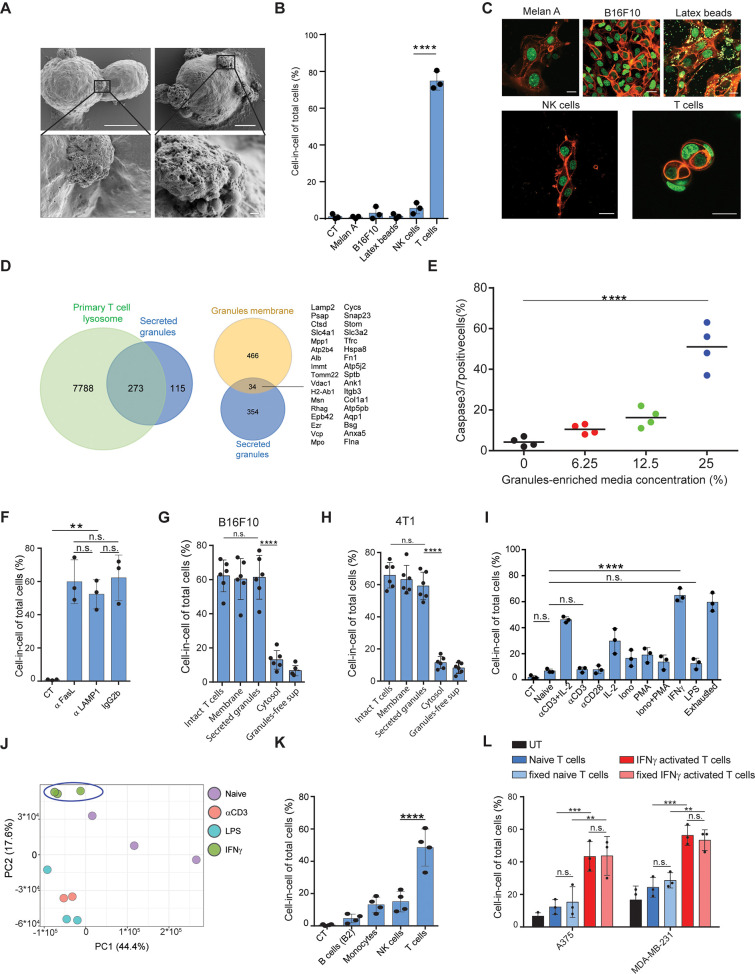
IFNγ induces membrane-associated proteins on T cells that mediate tumor cell-in-cell formation. (**A**) SEM analysis of B16F10 incubated overnight with gp100-reactive CD8^+^ T cells. (**B**) Mean percentage of cell-in-cell formation of B16F10 incubated overnight with latex beads, B16F10 and Melan A melanosomes, NK- and T cell-derived granules (n=3). (**C**) Representative images of B16F10 incubated overnight with latex beads, B16F10 and Melan A melanosomes, NK- and T cell-derived granules. (**D**) Overlap of the total genes, detected by mass-spectrometry of T cell secreted granules and genes related to primary human T cell granules (left diagram) or granules-membrane related genes (right diagram). (**E**) Mean percentages of apoptotic tumor cells following overnight incubation with T cell-derived granules. (**F**) Mean percentage of cell-in-cell formation following overnight incubation with granules-blocking antibodies (n=3). (**G**) Mean percentage of B16F10 cell-in-cell formations following overnight incubation with T cells compartments (n=6). (**H**) Mean percentage of 4T1 cell-in-cell formations following overnight incubation with T cells compartments (n=6). (**I**) Mean percentage of cell-in-cell formation following incubation with T cells pre-activated with different stimulators (n=3). (**J**) PCA of expression profiles of naïve and activated CD8^+^ T cells (**K**) Mean percentage of cell-in-cell formations following overnight incubation with IFNγ-activated immune cells. (n=4). (**L**) Mean percentage of human cell-in-cell formations following overnight incubation with IFNγ-activated CD8^+^ T cells from healthy donors. (n=3). Experiments were repeated independently at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (**denotes p<0.001, *** denotes p<0.0001, **** denotes p<0.0001). Error bars represent standard. Scale bars = 5 μm (A top), 500 nm (A bottom), 20 μm (**C**).

**Figure 4—figure supplement 1.**
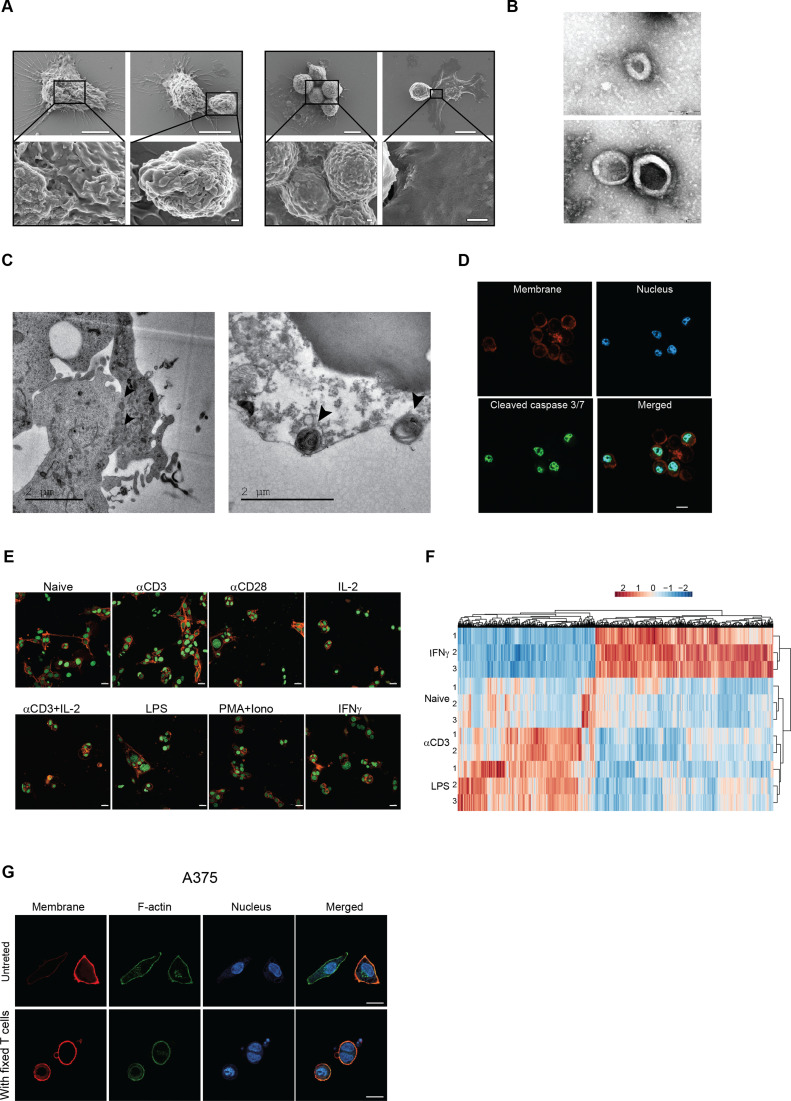
IFNg-activated T cells induce cell-in-cell tumor formation, Related to Figure 4. (**A**) SEM analysis of B16F10 incubated with macrophages (left square) or NK cells (right square). (**B**) Transmission electron microscopy of T cells secreted granules, collected 48 hours after activation with immobilized aCD3/aCD28 antibodies. (**C**) Representative image of a single-layer transmitting electron microscopy of T cells incubated overnight with B16F10 cells. (**D**) Representative image of B16F10 incubated overnight with T cell-derived secreted granules containing media. (**E**) Representative images of B16F10 incubated overnight with activated T cells. (**F**) Heatmap of gene expression patterns of naïve and activated CD8^+^ T cells. (**G**) Confocal microscopy images of human melanoma incubated overnight with allogeneic T cells from healthy donors. Scale bars = 5 μm (A top), 500 nm (A bottom, B), 20 μm (D, E, G).

To shed light on the nature of these granules, we initially analysed them under TEM. The vast majority of isolated granules had a dark center due to high absorbance of uranyl acetate, rang at about 500 nm in diameter, and their luminal matrix was bounded by a bilayer membrane (Figure 4—figure supplement 1). Similar characteristics were also observed in granules on the membranes of activated CD8^+^ T cells incubated with tumor cells (Figure 4—figure supplement 1). We next analysed the protein content of the purified granules by mass spectrometry. Overall, we identified approximately 400 proteins and out of those 273 were shared primary T cell secreted granules. (Figure 4D). Consistently, incubation of these granules with tumor cells induced significant cell death (Figure 4E, Figure 4—figure supplement 1). Whether these granules are indeed lysosomes, or other intact lytic granules, such as super macromolecules attack particles (Bálint et al., 2020), remain beyond the scope of this work. Along these lines, whether these granules are released from dying T cells or through the active mechanism of exocytosis currently remains unknown. Most importantly, however, incubation of tumor cells with gp100-reactive T cells in the presence of antibodies that block the interactions with lysosomes/secreted granules (i.e. LAMP1, CD95, or CD63) did not alter T cells capacity to induce a cell-in-cell formation, suggesting that these molecules are also expressed on T cell membranes (Figure 4F). Indeed, incubation of tumor cells with extraction of membrane-associated proteins, but not cytosolic or secreted proteins from activated T cells, induce tumor cell-in-cell formation (Figure 4G–H). To elucidate the type of activations that predominantly induce these molecules, we incubated naïve splenic T cells overnight with various stimulators, washed them extensively, and incubated them with tumor cells. We found that T cells activated with IFNγ, and to a lesser extent anti-CD3 plus high-dose IL-2, induce the most cell-in-cell formation (Figure 4I, Figure 4—figure supplement 1). RNAseq analyses indicated that the expression profile of IFNγ activated T cells differ markedly than that induced by anti-CD3 or LPS, which do not induce cell-in-cell formation in tumor cells (Figure 4J, Figure 4—figure supplement 1). We next tested if other IFNγ -activated cells can induce a cell-in-cell formation, or whether it is restricted to activated T cells. We found that IFNγ -stimulated NK cells and macrophages, but not B cells, could induce a tumor cell-in-cell formation, albeit at a lower percentage compared to activated T cells (Figure 4K). Similarly, human T cells from healthy donors that were pre-activated with IFNγ efficiently induced cell-in-cell formation in allogeneic tumor cells (Figure 4L and Figure 4—figure supplement 1). Overall, these results suggest that proteins that are predominantly, but not exclusively, expressed on both the membrane of IFNγ-activated T cells and on secreted granules mediate cell-in-cell formation.

### Cell-in-cell formation spatially prevents the penetration of T cell-derived lytic granules to the inner tumor cells

Next, we assessed if cell-in-cell formation protects tumor cells from T cell-mediated killing. To this end, we compared the viability and apoptosis rates of single tumor cells to that of cell-in-cell. Initially, cell-in-cell formation was induced by overnight incubation of melanoma cells with T cells-secreted granules. Next, we added different ratios of gp100-reactive CD8^+^ T cells and measured caspase 3/7 activity in the tumor cells after 6 hr and overnight. In all assays, we found that single tumor cells were significantly more susceptible to killing by reactive T cells, compared to that of cell-in-cell tumors (Figure 5A). Pre-incubation of tumor cells with granules isolated from activated B cells and macrophages (which do not induce cell-in-cell formation) provided no protection to tumor cells from gp100-reactive T cells (Figure 5—figure supplement 1). We next tested if cell-in-cell formation also endows protection from immunotherapy in vivo. To this end, cell-in-cell tumors were induced in vitro, before injection to animals, by overnight incubation with T cell secreted granules, or in vivo by injection of T cell-derived secreted granules. Cell-in-cell tumors that were induced in vitro have grown slower compared to single tumor cells, but experienced only minor regression following administration of immunotherapy. Similarly, cell-in-cell formation induced in vivo showed only benign response to immunotherapy. In sharp contrast, single melanoma cells were almost completely abrogated following therapy (Figure 5B).

**Figure 5.**
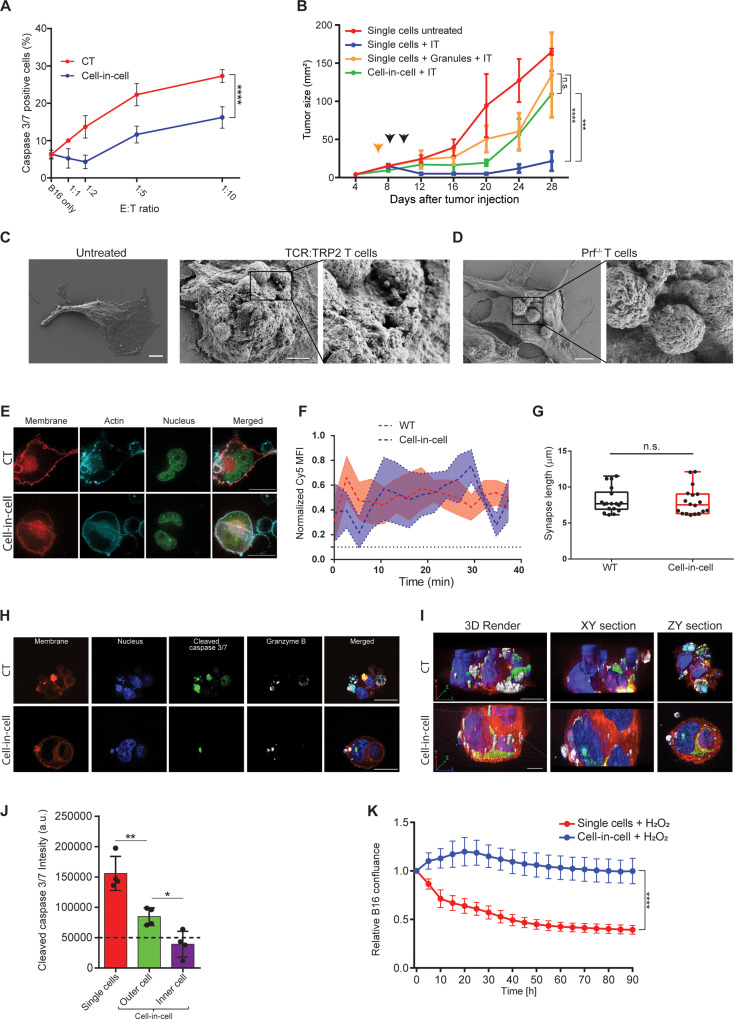
Cell-in-cell formations spatially prevent the penetration of T cell-derived lytic granules to the inner tumor cells. (**A**) Mean percentages of apoptotic tumor cells following overnight incubation with gp100-reactive CD8^+^ T cells. (**B**) B16F10 tumor size following treatment with DC adjuvant and anti-TRP1 antibodies (IT). B16F10 were injected as single cells, with or without injection of T cell-secreted granules (Granules), or as cell-in-cell. Black arrowheads indicate IT, yellow arrowhead indicates granules injection. (**C–D**) SEM analysis of B16F10 incubated with TRP2-reactive CD8^+^ T cells from WT (**C**) or Prf1^-/-^ mice (**D**). (**E**) Confocal plane image of B16F10 incubated with tumor-reactive CD8^+^ T cells. (**F**) Normalized intensity of T cell’s cortical actin (Cy5) over time at immunological synapses (n=5). (**G**) Immunological synapse length between B16F10 and tumor-reactive CD8^+^ T cells (n=18). (**H**) Confocal plane image of B16F10 incubated with tumor-reactive CD8^+^ T cells. (**I**) 3D rendering and surface detection and 3D sections (XY and ZY planes) of B16F10 cells incubated with tumor-reactive CD8^+^ T cells. (**J**) Mean fluorescence intensity of cleaved caspase 3/7 in B16F10 tumor cells following incubation with gp100-reactive CD8^+^ T cells (n=3). (**K**) Relative confluence over time of B16F10 single cell or cell-in-cell, cultured following incubation with H_2_O_2_ (n=3). Experiments were repeated independently at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (* denotes p<0.05, ** denotes p<0.01, *** denotes p<0.001, **** denotes p<0.0001). Error bars represent standard error. Scale bars = 5 μm (**C, D**), 20 μm (**E, H, I**).

**Figure 5—figure supplement 1.**
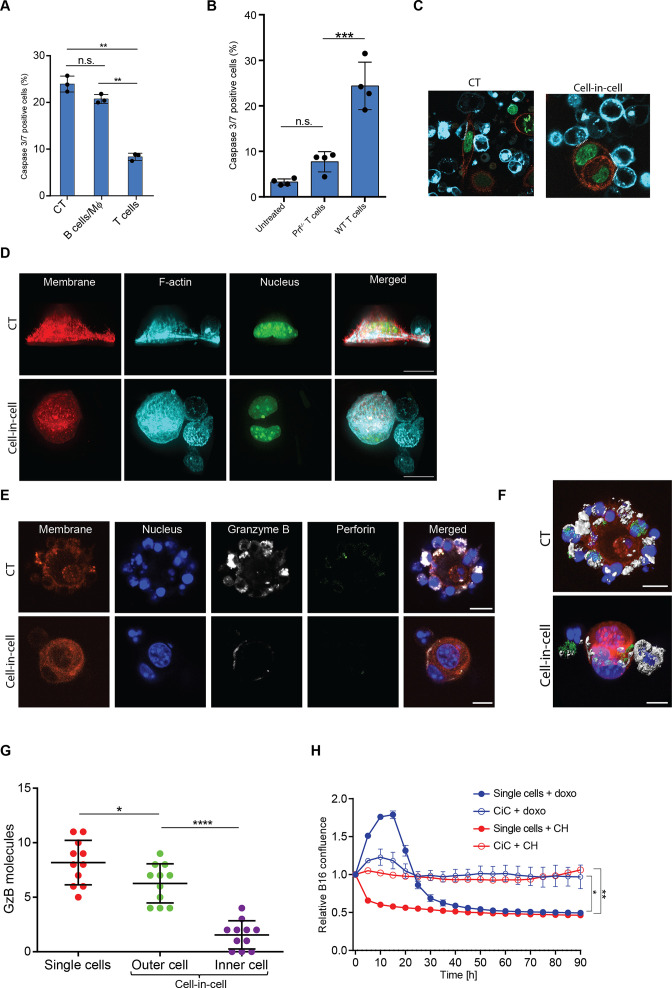
Cell-in-cell tumor formations are recognized but not killed by reactive T cells, related to Figure 5. (**A**) Mean percentage of apoptotic B16F10, pre-incubated with secreted granules from activated immune cells, and following overnight incubation with gp100-reactive T cells (n=3). (**B**) Mean percentage of apoptotic B16F10 following overnight incubation with gp100-reactive T cells (n=4). (**C**) Representative images of B16 single cells or cell-in-cell culture gp100-reactive T cells. Dashed lines indicate immunological synapses. (**D**) 3D rendering of B16F10 following incubation with tumor-reactive T cells. (Relates to Figure 5E). (**E**) Confocal plane image of B16F10 incubated with tumor-reactive CD8^+^ T cells. (**F**) 3D rendering of B16F10 following incubation with tumor-reactive T cells. (Relates to Figure S6E). (**G**). Granzyme B molecules prevalence inside B16F10 cells following incubation with tumor reactive T cells. (**H**) Relative confluence over time of B16 single cells or cell-in-cell (CiC) culture following incubation with doxorubicin (doxo) or cycloheximide (CH). Experiments were repeated at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (*denotes p<0.05, **denotes p<0.01, *** denotes p<0.001, **** denotes p<0.0001). Error bars represent standard error. Scale bars = 20 μm.

**Figure 5—video 1.** B16 cell-in-cell interaction with gp100-reactive T cells, related to Figure 5.

To assess the type of protection cell-in-cell formation provides to tumor cells, we examined their interactions with T cells under scanning electron microscope (SEM). We found that multiple T cells were attached to cell-in-cell tumors and many large pores were observed on the outer cell membrane (Figure 5C). These pores were almost completely absent upon co-culture with reactive CD8^+^ T cells from perforin^-/-^ mice (Figure 5D), which have impaired tumor cell killing abilities (Figure 5—figure supplement 1). Furthermore, measuring the length and the duration of the immunological synapse under super-resolution microscopy showed that no reduction compared to single tumor cells (Figure 5E–G, Figure 5—figure supplement 1). Taken jointly, these results strongly suggest that cell-in-cell structures do not evade killing by escaping CD8^+^ T cell recognition. Alternatively, we considered the possibility that lytic enzymes derived from T cell do not penetrate these cellular structures. Immunostaining of T cells attacking cell-in-cell tumors, indicated that the distribution of granzyme B and perforin is almost limited to the outer cell (Figure 5H–I, Figure 5—figure supplement 1). While these interactions were sufficient to kill single tumor cells, they were insufficient to induce caspase 3/7 activity in the inner cell, leaving it intact and alive (Figure 5G–J, and Figure 5—video 1).

Lastly, we compared the sensitivity of single-tumor cells to that of cell-in-cell tumors to additional antibiotics including free radicals and chemotherapies. Similar to our results with T cells, in all the tested compounds, cell-in-cell formation tumors survived longer and at higher concentrations compared to their parental cell lines (Figure 5K and Figure 5—figure supplement 1).

### T-cell-mediated cell-in-cell formation is governed by STAT3 and EGR1 signaling

We then set out to understand what signaling cascade governs cell-in-cell structures. Initially, we sought to test if the observed results were cell fusion. Thus, we incubated tumor cells whose cytosols were labeled with either Wasabi or tdTomato with tumor-reactive T cells. Confocal analysis indicated that each cell type in the cell-in-cell formation maintained its cytoplasm, and no mix between colors was detected (Figure 6—figure supplement 1). Furthermore, long-term follow-up of cell dissemination from this structure indicated that each cell maintains its initial single labelling color (Figure 6—video 1 and Figure 6—figure supplement 1). To corroborate this, we also incubated tumor cells whose membrane, nucleus, and F-actin were labeled with different fluorophores. Similarly, each cell in this formation was separated and maintained the integrity of its original cell components (Figure 6A). Given the similarity of this formation to entosis, we used ROCK inhibitor, which is the key regulator of this process. Indeed, blocking ROCK almost completely prevented T cell-mediated cell-in-cell formation (Figure 6B, C). We then tested whether the molecular machinery reported to mediate tumor spontaneous entosis applies to govern the current cell-in-cell structure. However, we observed no increase or changes in the cellular localization of phosphorylated β catenin, E-cadherin, and phosphorylated integrin β1 (26) (Figure 6—figure supplement 1) suggesting other mediators promote this entosis. Furthermore, there was no reduction in cell-in-cell formation upon blocking of E- and N- cadherins, or inhibition of Wnt signaling (Figure 6D–E). In sharp contrast, disruption of actin filaments, blocking of mRNA synthesis or protein production completely abrogated tumor cells’ capacity to form a cell-in-cell formation, suggesting that the structure requires de novo synthesis of genes (Figure 6D–E).

**Figure 6.**
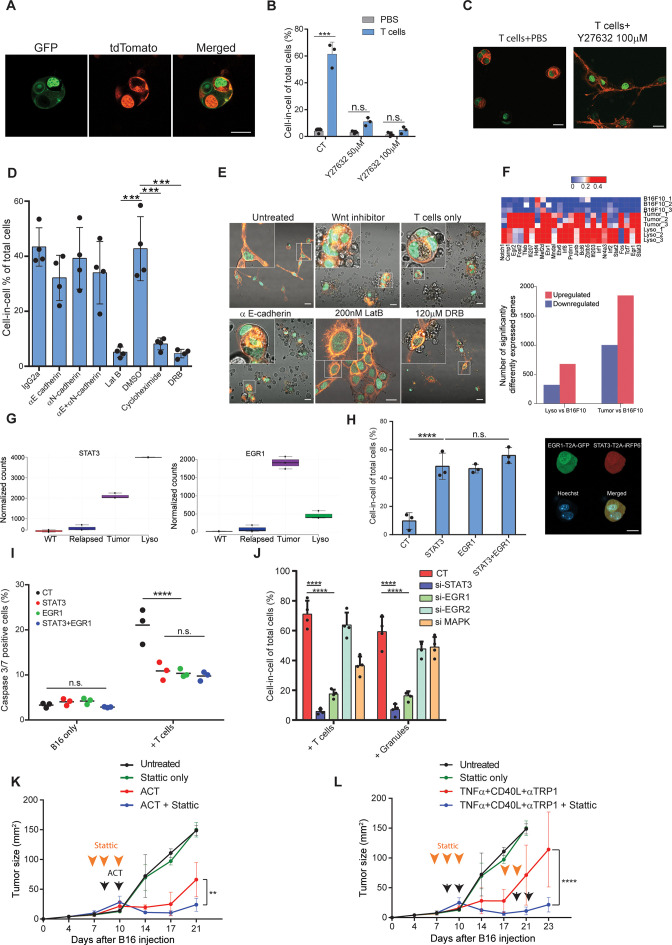
STAT3 and EGR1 signaling govern T cell-mediated cell-in-cell tumor formation. (**A**) Representative images of B16F10, co-expressing Lifeact-GFP and H2b-tdTomato or MyrPalm-tdTomato and H2b-GFP, following incubation with gp100-reactive T cells. (**B**) Mean percentage of cell-in-cell tumor formations in B16F10 following overnight incubation with gp100-reactive CD8^+^ T cells with or without ROCK inhibitor (n=3). (**C**) Representative images of cell-in-cell tumor formations in B16F10 following overnight incubation with gp100-reactive CD8^+^ T cells with or without ROCK inhibitor. (**D**) Mean percentage of cell-in-cell tumor formations in B16F10 cells following overnight incubation with specific inhibitors and reactive CD8^+^ T cells (n=4). (**E**) Representative images of B16F10 cells treated with inhibitors and incubated overnight with gp100-reactive CD8^+^ T cells. (**F**) Significantly increased genes in B16F10 cells incubated with T cell-derived granules (Lyso) or isolated directly from relapsed tumors (Tumor), compared to B16F10 control cells (WT) (Bottom) and relative expression of the top 25 genes (Top) (n=3). (**G**) STAT3 and EGR1 expression levels in B16F10 cells isolated directly from relapsed tumors (Tumor) and after incubation with T-cell-derived granules (Lyso) compared to B16F10 control cells (WT) (n=3) (**H**) Mean percentage and representative images of cell-in-cell tumor formations in B16F10 48 hours after transfection with STAT3-T2A-iRFP670, EGR1-T2A-GFP or both (n=3). (**I**) Mean percentage of apoptotic B16F10, transfected with STAT3-T2A-iRFP670, EGR1-T2A-GFP or both, following incubation with tumor reactive T cells (n=3). (**J**) Mean percentage of cell-in-cell tumor formations in B16F10, transfected with siRNA, following incubation with tumor reactive T cells or T cells secreted granules. (**K–L**) B16F10 tumor size in mice treated with gp100-reactive T cells (ACT) (**K**) or Dc adjuvant and anti-TRP1 antibodies (**L**) with or without Stattic (n=4). Orange arrowheads indicate Stattic treatments and black arrowheads indicate injection of immunotherapies. All experiments were repeated independently at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (**denotes p<0.01, *** denotes p<0.001, **** denotes p<0.0001). Error bars represent standard error. Scale bars = 20 μm. Figure 6—source data 1.Significantly elevated genes in both B16F10 cells incubated with T cell secreted granules and tumor cells sorted from treated animals, related to Figure 6. Figure 6—source data 2.STAT3 and EGR1 pathways regulate cell-in-cell tumor formation, related to Figure 6. Figure 6—source data 3.Log2 expression of genes related to cancer pathways in tumor cells sorted from treated animals compared to B16F10 WT, reated to Figure 6.

**Figure 6—figure supplement 1.**
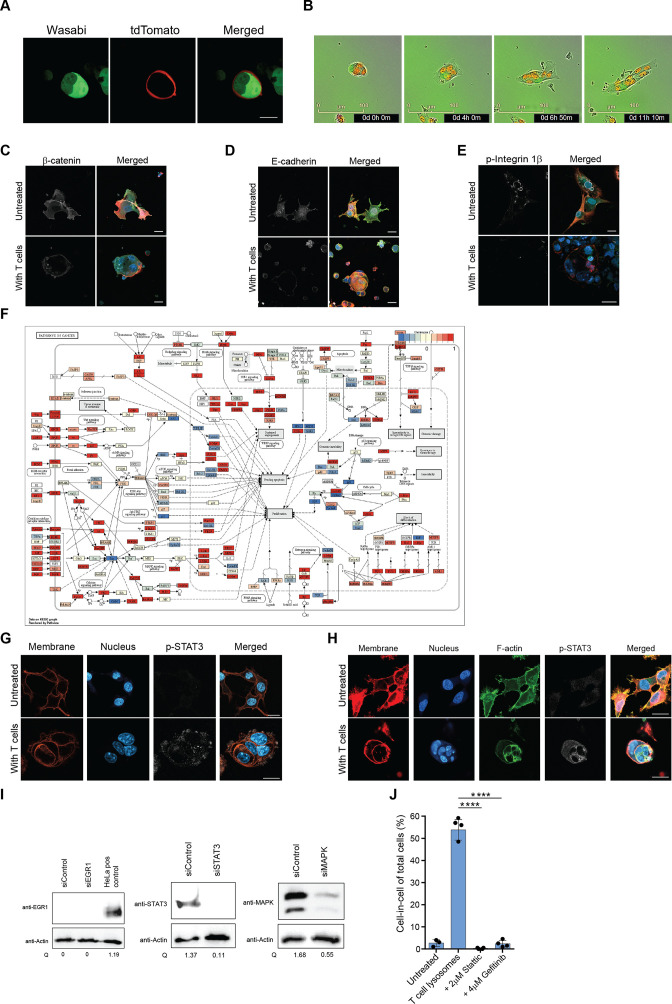
STAT3 and EGR1 pathways regulate cell-in-cell tumor formation, related to Figure 6. (**A**) Representative images of B16F10 cell lines, which their cytosol is fluorescently labeled with either wasabi or with tdTomato, following overnight incubation with gp100-reactive T cells. (**B**) Representative images of B16F10 cells dissemination overtime following removal of gp100-reactive T cells (**C-E**). Representative images of untreated and cell-in-cell B16F10 cells of β-catenin (**C**), E-cadherin (**D**) and phosphorylated integrin 1β (**E**). (**F**) KEGG pathway enrichment plot of B16F10 tumor cells sorted from relapsed tumors in vivo following immunotherapy compared to B16F10 cells. (**G**) Representative images of phospho-STAT3 in B16F10 incubated overnight with gp100-reactive T cells. (**H**) Representative images of phospho-STAT3 in human breast cancer (MDA-MB-231) incubated overnight with allogenic T cells. (**I**) Relative quantification of STAT3, MAPK, and EGR1 protein levels in B16F10 cells, following treatment with siRNA. HeLa cells were used as positive control for the EGR1 protein levels. (**J**) Mean percentage of cell-in-cell of B16F10 cells incubated overnight with reactive T cells in the presence of STAT3 and EGFR inhibitors. Experiments were repeated at least three times. Statistical significance was calculated using ANOVA with Tukey’s correction for multiple comparisons (**** denotes p<0.0001). Error bars represent standard error. Scale bars = 20 mm.

**Figure 6—video 1.** B16 cell-in-cell dissemination in vitro following T cell wash, related to Figure 6.

To assess what genes govern this formation, we compared the gene signature of untreated B16F10 cells, to cell-in cell formation induced following incubation with T-cell-derived secreted granules and to that of tumor cells sorted from in vivo five days after immunotherapy. 

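Of the 4 groups of libraries, WT, Lyso and Tumor enter this comparison. For Lyso, B16F10 cells were incubated with concentrated granules secreted by T cells for 4 hr by the paper's methods, while the sample labels give 48 hr. The Tumor libraries come from cells sorted on day 5 after immunotherapy, as the paper's text gives it. The sample labels and the legend of Figure 6 call them isolated directly from relapsed tumors. Whether both describe the same time point could not be told. The 3 Lyso libraries had 11308177, 10895611 and 12675277 counts on genes, nearer to WT 3 than to WT 1, WT 2 or Tumor. Lyso 2 and Lyso 3 were the closest pair of replicates in the series, with a chi-square of 1.58 per degree of freedom over genes, above sampling noise, and were kept as separate samples. Genes were tested in the fit of all 12 libraries, each group against WT.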

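In Lyso, 362 genes were higher and 86 lower than in WT, and 2789 genes had an unadjusted p under 0.05. Of the 448 genes past the threshold, 439 had libraries that did not overlap between Lyso and WT, and over all tested genes this share was 27.4%, where chance gives 10%. Under glmTreat, 111 genes were higher, the fewest of the alternatives, and the most, 777, were with DESeq2 on only the compared groups at the adjusted p alone, a setting chosen after seeing the data. Against WT 3 alone, the WT library of similar depth, 327 of the 362 and 80 of the 86 genes kept their direction with an absolute log2 fold change over 1. For the 439 genes whose libraries did not overlap, the direction was fixed in advance and only the size was open. Ralgds, Socs3 and Tcf7 were among the genes with the smallest p. Genes higher in both Lyso and Tumor than in WT numbered 149, or 41.2% of those higher in Lyso, where 31.0 would be expected by chance (odds ratio 8.32, Fisher's exact test, two-sided, p = 1.46e-65, across genes, which are not independent replicates, and both comparisons share the WT libraries). With the Tumor libraries set against WT 1 and WT 2 alone, 103 of the 149 passed. Of the paper's 215 shared genes, all had a log2 fold change above 0 in both comparisons, and 141 passed the threshold in both. The median absolute difference from the paper's log2 fold changes was 0.048 in Lyso and 0.059 in Tumor. In 53 of the 149 genes, every WT library had 3 counts or fewer. Of the 149 genes, 5 have at least 50% of their exonic bases opposite exons of another gene, so their counts are uncertain.

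**Figure D2:**
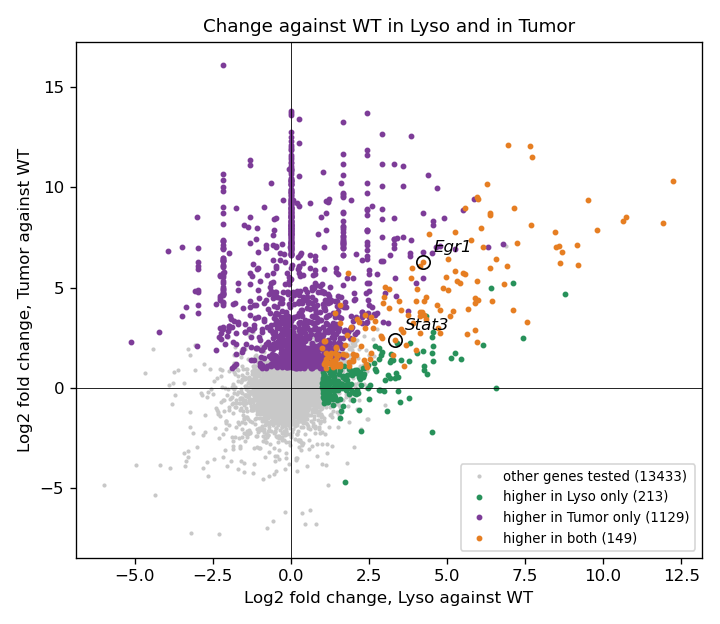
Log2 fold change against WT in Lyso (horizontal axis) and in Tumor (vertical axis) for each of the 14924 genes tested. Colors mark genes past the threshold in one or both groups, 149 of them in both, and circles mark Stat3 and Egr1; vertical lines of points are genes with few or no counts in WT and Lyso.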

Over 400 genes were increased in cell-in-cell formation induced by T cell secreted granules compared to untreated B16F10 cells, 215 of which were also upregulated by the tumor cells sorted from treated animals (Figure 6F, ). KEGG analysis further indicated that multiple signaling cascades, including the JAK/STAT3 axis and FGF-receptors downstream pathways, are enriched in cell-in-cell formation generated in vivo, with approximately 80 significantly elevated genes relating to these pathways (Figure 6—figure supplement 1, ). Indeed, EGR1 and STAT3 expression was significantly elevated in cell-in-cell tumors (Figure 6G). 

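Figure 6—source data 3 lists 427 genes, of which 405 were tested. In Tumor, 106 of them were higher than in WT at an adjusted p under 0.05 and 26 were lower. Of the 106 genes, 80 had a log2 fold change over 1, and 98 were also called higher in the paper's table. Genes of the list were more frequent among the genes higher in Tumor than among the other genes tested (odds ratio 2.67, Fisher's exact test, two-sided, p = 4.28e-15). The list is the paper's own, for pathways it reports as enriched in tumor cells sorted from treated animals. The test is therefore not independent of that report and cannot add evidence of enrichment. The list is set against all tested genes, which are not independent replicates. The count moved most with a minimum of 10 counts in every library, under which 51 genes were higher. Against WT 1 and WT 2 alone it was 76. In Lyso, 21 genes of the list passed the threshold with higher values, 10 of them also in Tumor.
Among the JAK and STAT genes of the list, Stat3, Jak2 and Jak3 were higher in Tumor. Jak3 had a log2 fold change of 1.45 (standard error 0.29, adjusted p = 0.00395, edgeR) and Jak2 one of 0.45 (standard error 0.14, adjusted p = 0.0412, edgeR). Of the FGF genes, Fgf2, Fgf7, Fgf10, Fgf21 and the receptor gene Fgfr1 were higher, the last with a log2 fold change of 4.50 (standard error 0.43, adjusted p = 1.62e-05, edgeR). The receptor gene Fgfr3 was lower, with a log2 fold change of -2.89 (standard error 0.83, adjusted p = 0.0284, edgeR). Jak2 and Fgfr3 did not pass against WT 1 and WT 2 alone, where their adjusted p-values were 0.188 and 0.161 (edgeR). Jak3 (0.0221) and Fgfr1 (0.000546) passed there. Over the alternatives in normalization, filter, tool, fitted groups and replicate block, the adjusted p reached 0.0894 for Jak3 and 0.248 for Fgf21 (edgeR or DESeq2). It reached 0.361 for Jak2 and 0.283 for Fgfr3, while Fgf2, Fgf7, Fgf10 and Fgfr1 stayed at or under 0.0427. Fgf10 rested on 4, 12 and 13 counts in the Tumor libraries. None of the FGF genes higher in Tumor was higher in Lyso. Their log2 fold changes there were -1.03 for Fgfr1, -0.36 for Fgf7, -0.10 for Fgf10 and 0.001 for Fgf2. Fgf21 had no count there. Since 10 of 10 fibroblast marker genes were also higher in Tumor, host RNA is not excluded as a source. Of the 106 genes, 16 had 3 counts or fewer in all 9 cultured libraries.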

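Stat3 lies on chromosome 11 of GRCm38 from 100885098 to 100939540. Its expression was 53.8 ± 7.63 CPM (SD, n = 3) in WT, 554.1 ± 1.14 CPM (SD, n = 3) in Lyso and 288.4 ± 18.7 CPM (SD, n = 3) in Tumor. The log2 fold change against WT was 3.35 in Lyso (standard error 0.18, adjusted p = 2.61e-06, edgeR's quasi-likelihood test) and 2.40 in Tumor (standard error 0.18, adjusted p = 1.72e-06, edgeR). With 1 library left out in turn it stayed between 3.26 and 3.49 in Lyso and between 2.32 and 2.54 in Tumor. Against the WT libraries of similar depth it was 3.15 in Lyso (WT 3) and 2.54 in Tumor (WT 1 and WT 2). In the relapsed lines Stat3 was at 74.1 ± 19.6 CPM (SD, n = 3), with an adjusted p of 0.375 against WT (edgeR).
Egr1, on chromosome 18 from 34859823 to 34864984, was at 3.43 ± 0.715 CPM (SD, n = 3) in WT, 64.03 ± 15.4 CPM (SD, n = 3) in Lyso and 262.5 ± 23.2 CPM (SD, n = 3) in Tumor. Its log2 fold change was 4.24 in Lyso (standard error 0.72, adjusted p = 0.00496, edgeR) and 6.28 in Tumor (standard error 0.74, adjusted p = 9.54e-05, edgeR), and 4.29 and 6.18 against the WT libraries of similar depth. The largest adjusted p with 1 library left out was 0.0424 in Lyso (edgeR). For both genes, every Lyso and Tumor library lay above every WT library (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The relapsed line labelled Rel had 27.45 CPM of Egr1 while ITM had 2.46 CPM, and the difference of the group from WT did not pass the threshold (adjusted p = 0.376, edgeR), while over the alternatives in normalization, filter, tool and fitted groups the adjusted p ranged from 0.000194 to 0.956. Egr1 is one of the genes that cells induce early after a stimulus, and 18 of 20 other such genes were also higher in Tumor, against 2 of 20 in Lyso. The paper states the elevated expression of these 2 genes after the enriched signaling cascades.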

Both mice and human tumors incubated with reactive T cells had elevated their p-STAT3 levels, in comparison to untreated tumor cells (Figure 6—figure supplement 1), suggesting this mechanism is conserved across species. Since these results may also reflect adaptation to the tumor microenvironments, we next corroborate the necessity of these factors to cell-in-cell formation ex vivo. Overexpression of either STAT3 or EGR1 was sufficient to induce cell-in-cell formation without additional stimulation (Figure 6H). Furthermore, these cells were significantly more resistant to killing by CD8^+^ T cell, compared to sham transfected cells (Figure 6I). We also tested if inhibiting these genes would reduce cell-in-cell tumor formation. Inhibition of STAT3 and EGR1, but not MAPK3 and EGR2, significantly abrogated the capacity of tumor cells to form cell-in-cell structures upon incubation with IFNγ-stimulated T cells and with T cell secreted granules (Figure 6J and Figure 6—figure supplement 1). In order to integrate cell-in-cell inhibition to an in vivo therapy, we first tested the effect of small molecule inhibitors on tumor cell formation. We found that inhibition of STAT3, or EGR pathway, completely prevented cell-in-cell formation upon incubation with reactive T cells or T cell-secreted granules (Figure 6—figure supplement 1). Since blocking EGR1 also reduced T cell viability, we then set out to establish a treatment protocol that combines STAT3 inhibition (which also inhibits T cell activity) and immunotherapy. To this end, mice bearing palpable tumors were injected with Stattic or with PBS for two consecutive days. On the second day, we sub-lethally irradiated the mice and injected them with 5 × 10^6^ gp100-reactive T cells and IL-2. In another model, we treated mice for two days with Stattic, followed by treatments with anti-CD40, TNFα, and anti-TRP1. Recurrent tumors were treated with the same regimen. In both models, injection of Stattic alone had no effect on tumor growth. We found, however, that injection of Stattic prior to administration of immunotherapy partially restored the responsiveness of tumors that re-occur following immunotherapies (Figure 6K–L). While tumor cell sensitization may be a result from multiple mechanisms, these results stress the benefit of combining immunotherapy with STAT3 inhibition.

## Discussion

Cancer immunoediting has been the primary paradigm for explaining how tumors escape T-cell immunity and the framework for most recent immunotherapies (Dunn et al., 2002; Mittal et al., 2014). In support of this view, fibrosarcoma clones emerged in T-cell-deficient mice and were deleted upon injection to immunocompetent mice (Matsushita et al., 2012; DuPage et al., 2012). Immunoediting is further supported by clinical observations in which tumors relapse by omitting their expressed antigen (Verdegaal et al., 2016; von Boehmer et al., 2013; Tran et al., 2016). While it is clear that immunogenic clones can be eliminated by T cells, the presence of immunogenic clones that express neoantigens, despite having infiltrated reactive T cells, has been well documented (Straetemans et al., 2015). Given the complexity of such a procedure, only a handful of clinical studies analysed changes in the tumor neoantigen landscape during immunotherapy. Zaretsky JM. et al. found that relapsed melanoma following treatment with pembrolizumab shares the majority of neoantigen with their corresponding primary tumors (Zaretsky et al., 2016). Consistently, Anagnostou V. et al. found that non-small cells carcinoma (NSCC) relapsed following treatment with anti-PD1 and CTLA-4 checkpoint blockade bear similar neoantigen load, with only a relatively small number of putative deleted clones (Anagnostou et al., 2017). In a recent study, Yost et al. demonstrated replenishment of T cell clones in basal cell carcinomas patients treated with pembrolizumab. Interestingly, three out of four analysed patients exhibited similar neoantigen burden (Yost et al., 2019). These studies therefore suggest that immunotherapy-resistant tumors are composite also of immunogenic clones, which can be recognized by the host T cell, and that non-genetic mechanisms underly their persistence.

Alternative explanation regarding how immunogenic clones can survive T-cell pressure is attributed to the capacity of relapsed tumors to promote a suppressive microenvironment (Sharma et al., 2017; Topalian et al., 2015). Indeed, over the past decade multiple parameters have been suggested to predict patient’s response to immunotherapy (Thorsson et al., 2018; Petitprez et al., 2020). However, why tumors reoccur in patients undergoing complete response remains unknown. Here, we found that tumor cells escape T-cell-based immunotherapies by forming a transient cell-in-cell structure, and not by immunoediting. These structures generate multiple membrane layers, thus reducing the probability of compounds’ internalization leading to increased tumor-cell survival. It should be taken under consideration that most of our results were achieved using immunotherapy of DC adjuvant in combination with tumor-binding antibodies. Albeit reproduced with adoptive cell transfer, whether cell-in-cell tumor-formations form as an escape mechanism for immunotherapy following checkpoint blockade is still not clear. Given the limited efficacy of classical checkpoint blockade therapy in animal models, it is challenging to employ it as a model for tumor relapse.

Many cell-in-cell formations have been described before including phagocytosis, cell cannibalism, and entosis (Krishna and Overholtzer, 2016). Recently, some of these structures have been shown to enable tumor-cell survival after chemotherapy treatment by engulfing and digesting neighboring cells (Tonnessen-Murray et al., 2019). Although the present cell-in-cell structural falls within the definition entosis, it differs in several key elements: First, it is triggered predominantly by reactive T cells, rather than glucose and nutrient starvation (Hamann et al., 2017), mitosis (Durgan et al., 2017), or loss of adherence (Overholtzer et al., 2007). Additionally, it requires de novo synthesis of genes regulated by STAT3, and not through β-catenin signaling (Overholtzer et al., 2007). Most importantly, the structure described here is reversible and only rarely leads to cell cannibalism and apoptosis.

We found that only tumor cells that are capable to undergo ‘spontaneous’ entosis due to loss of cell adhesion, can form cell-in-cell structure following interactions with reactive T cells. Why hematopoietic cells do not undergo ‘spontaneous’ or T-cell-mediated entosis is an intriguing question that is not yet not clear. In general, hematopoietic cells do no undergo entosis but rather emperipolesis (Krishna and Overholtzer, 2016). It may be that since these cells are equipped with different sets of integrins compared to epithelial cells, they may lack the relevant integrins and cadherins that facilitate cell-in-cell tumor formation (Gupta et al., 2017). Instead, emperipolesis is thought to governed by hematopoietic-specific integrins, such as ICAM-1 and LFA1 (Wang et al., 2019). It might be interesting, however, to assess if lymphoma patients that developed refractory tumors following administration of CAR T cells have increased cell-in-cell formation.

This work also highlights a theoretical limitation of anti-tumor immunity, as even in a model system where all the ‘breaks’ on T cell activity are removed, tumor cells may activate a STAT3 transcriptional program, which promotes spatial architecture impenetrable to cytotoxic mediators. Indeed, over the past decade clinical studies tested various combinations of chemotherapies or tumor-inhibiting drugs with immunotherapy, especially in melanoma and NSCLC (Apetoh et al., 2015; Shafique and Tanvetyanon, 2019). However, since most tumor-inhibiting drugs also affect T cell activity, what is the optimal combination and sequence has been difficult to determine (Karachaliou et al., 2017). As a result, many of these trials have been using immunotherapy followed by chemotherapy. Here, we suggest that immune-mediated entosis should be inhibited prior to immunotherapy in order to reduce tumor resistance to subsequent drugs.

Overall, the ability of tumor cells to transiently enter and disseminate from each other in response to T-cell killing is a biological process that has never been described heretofore. It better explains how immunogenic tumors can survive in the host and provides a novel framework for immunotherapies.

## Materials and methods

### Mice

WT C57BL/6 and BALB/cOlaHsd mice were purchased from Envigo Israel. NSG (NOD/SCID-gamma KO mice) mice were a kind gift from Professor Michael Milyavsky at Tel Aviv University. Splenocytes Perforin KO mice (C57BL/6-Prf1tm1Sdz/J) were a kind gift from Professor Wolf-Dietrich Hardt at Institute of Microbiology, ETH Zurich. All mice were housed in an American Association for the Accreditation of Laboratory Animal Care–accredited animal facility and maintained under specific pathogen-free conditions. Animal experiments were approved and conducted in accordance with Tel-Aviv University Laboratory Accreditation #01-16-095, #01-21-011, and #01-19-034. Male and female 8- to 12-week-old mice were used in all experiments.

### Tumor models

For melanoma tumor studies, 2.5×10^5^ B16F10 cells in 50 μL DMEM were injected s.c. into C57BL/6 mice above the right flank. For a triple-negative breast cancer model, 2×10^5^ 4T1 cells in 30 μL DMEM were injected into mammary fat pad number five. Tumor size was measured twice a week using calipers. For immunotherapy, tumor-bearing mice were injected intratumorally twice, 2 days apart, with 100 μg anti-CD40 (FGK4.5; BioXCell), 0.2 μg TNFα (BioLegend), and 200 μg/mouse anti-TRP1 antibody (TA99; BioXCell). For adoptive cell transfer, splenic T cells were infected with pMIGII encoding TCR recognizing MHCI-gp100_25-33_(von Boehmer et al., 2013), or MHCI-TRP2_180-188_(Tran et al., 2016), or MHCII-TRP1_113-126_(Yost et al., 2019). Recipient mice were sub-lethally irradiated at a single dose of 600 rad, and injected i.v. twice, 3 days apart, with 1 × 10^6^ transduced T cells followed by i.p. injections of 300,000 IU of IL2 (PeproTech) for 4 consecutive days.

### Cell lines

B16F10 cells (CRL-6475) and 4T1 (CRL-2539) cells were purchased directly from ATCC in January 2017 and used no later than passage four. A375 and MDA-MB-231 cell lines were a kind gift from Professor Tamar Geiger from Tel Aviv University. Both authentications were performed at the Genomics Core Facility of BioRap Technologies and the Rappaport Research Institute in Technion, Israel. Short tandem repeat profiles were determined using the Promega PowerPlex 16 HS Kit. HEK-293FT were purchased from Thermo Fisher Scientific in January 2017. EPH4 cells were a kind gift from professor Neta Erez from Tel Aviv University. Cells were cultured in DMEM (Gibco, Thermo Fisher Scientific) or RPMI1640 (Biological Industries) supplemented with 10% heat-inactivated FBS (Biological Industries), 2 mM l-glutamine, and 100 μg/mL penicillin/streptomycin (Gibco, Thermo Fisher Scientific) under standard conditions. Melan-A cells were purchased from Welcome Trust Functional Genomics Cell Bank in February 2019 and were supplemented with 200 nmol/L of phorbol 12-myristate 13-acetate (Santa Cruz Biotechnology). Cells were routinely tested for mycoplasma using a EZ-PCR Mycoplasma Test Kit (Biological Industries, Israel) according to the manufacturer’s instructions.

### Antibody-mediated immunotherapy

Tumor-bearing mice were injected intratumorally twice, 2 days apart, with 100 μg anti-CD40 (clone FGK4.5; BioXCell), 0.2 μg TNFα (BioLegend), and 200 μg/mouse anti-TRP1 antibody (clone TA99; BioXCell).

### Primary immune cell isolation

All tissue preparations were performed simultaneously from each individual mouse (after euthanasia by CO_2_ inhalation). Spleen was homogenized in 2% FBS and 5 μmol/L EDTA supplemented HBSS through 70 μm strainer (Thermo Fisher Scientific). Tumors were digested in RPMI 1640 with 2 mg/mL collagenase IV, 2000 U/mL DNase I (both from Sigma-Aldrich) for 40 min at 37 °C with magnetic stirrers (200 rpm). Cells were then washed by centrifugation at 600 rcf for 5 min at 4–8°C. Single-cell suspension from tumor and spleens was applied of a Histopaque-1077 Hybri-Max (Sigma-Aldrich) gradient and centrifuge for 15 min at 600 rcf.

For T-cell isolation, splenic mononuclear cells were incubated with anti-CD4 or anti-CD8 magnetic beads (MojoSort Nanobeads, BioLegend) according to the manufacturer’s instruction.

For NK isolation, splenic mononuclear cells were incubated with anti-CD4, anti-CD8, anti-B220, anti-CD19 and anti-CD115 magnetic beads (MojoSort Nanobeads, BioLegend) according to the manufacturer’s instruction, and collected through negative selection.

Macrophages were isolated from peritoneal cavity of euthanized mice by washing and recollecting 5 ml of HBSS twice, followed by centrifugation at 600 rcf.

Serum was acquired by pulling blood from venae cava of euthanized mice. Blood was incubated on ice for 30 min and centrifugation of at 400 rcf for 10 min. Serum was collected and recentrifuged at 21,000 rfc for 10 additional minutes.

### Patients’ samples

Paraffin block of primary and involved lymph nodes from six stage IV melanoma patients, who has gotten no treatment, were sectioned at 4 μM and stained with H&E according to established protocol. Additionally, paraffin block of primary and recurrent from untreated stage-I melanoma patient were sectioned at 4 μM and stained with H&E. In addition, we have isolated the tumor cells and T cells from freshly resected tumors obtained from two stage IIb melanoma patients.

### T-cell culture and expansion

T cells were cultured in RPMI 1640 supplemented with 1% Pen-Strep, 10% heat-inactivated FBS, 1% Sodium pyruvate, 1% MEM-Eagle non-essential amino acids, 1% Insulin-Transferrin-Selenium (PeproTech, Rocky Hill, NJ), 50 µM β-mercaptoethanol (Sigma-Aldrich, Merck, Israel) and, unless mentioned otherwise, were supplemented with 1000 IU/mL recombinant murine IL-2 (PeproTech, Rocky Hill, NJ) on tissue culture plates pre-coated with 0.5 μg/mL anti-CD3 antibodies (clone 17A2, Biolegend).

### Tumor cell lentiviral transduction

For preparation of lentivirus, 1.3×10^6^ HEK-293FT cells were plated on a six-well plate precoated with 200 μg/mL poly-l-lysine and let to adhere overnight. pLVX plasmids containing H2B-GFP, H2B-tdTomato, MyrPalm-tdTomato (Zacharias et al., 2002), LifeAct-GFP, Wasabi or tdTomato under EF1 promoter together were mixed with psPAX2 (a gift from Didier Trono, Ecole Polytechnique Tédérale de Lausanne, Lausanne, Switzerland; Addgene plasmid 12260) and pCMV-VSV-G (a gift from Bob Weinberg, Massachusetts Institute of Technology, Cambridge, Massachusetts, USA; Addgene plasmid 8454) at a molar ratio of 3:2:1, and cells were transfected using Polyplus jetPRIME reagent (Polyplus Transfection). After 24 hr, medium was replaced with complete DMEM supplemented with 0.075% sodium bicarbonate. Medium-containing viruses were collected after 24 hr and 48 hr.

For tumor cell infection, virus-containing media were mixed with 100 μg/mL polybrene (Sigma-Aldrich) and added to B16F10 cells (1 × 10^6^ cells on 35 mm tissue culture) for 30 min at 37 °C 5% CO_2_. Cells were centrifuged for 30 min at 37 °C and 450 *g*. Then, 80% of the medium was replaced with complete DMEM supplemented with 0.075% sodium bicarbonate. After 3 days in culture, cells were sorted by FACSAriaIII. Cells were tested for mycoplasma, endotoxins, and bacterial contamination.

### T cells retrovirus Infection

HEK-293FT (Invitrogen) were plated on 10 cm culture plates and co-transfected with a 2:1 molar ratio of pMIGII and PCL-Eco plasmids (both were provided by Dario A.A. Vignali, University of Pittsburgh) using Polyplus jetPRIME reagent (Polyplus Transfection). After 24 hr, the medium was replaced with complete DMEM supplemented with 0.075% sodium bicarbonate. Media-containing viruses were collected after 24 hours and 48 hr and centrifuged for 1 hr at 100,000 *g*. The pellet was resuspended gently in 1 mL media and let to recover overnight at 4 °C.

Prior to infection, splenic T cells were incubated on a plate precoated with anti-CD3 (0.5 μg/mL) in T cell medium containing high-dose IL-2 (1000 IU/mL). Next, 0.3 mL concentrated retroviruses were added to every group of 2×10^6^ cells with 10 μg/mL polybrene. Cells were incubated for 30 min at 37 °C in 5% CO_2_ and centrifuged at 37 °C, 600 *g*, for 1 hr. Afterwards, 80% of medium was replaced and T cells were cultured for an additional 3 days in T cell media containing 1000 IU IL-2. Transduction efficacy was assessed by FACS as the percentages of GFP-expressing cells.

### Adoptive T-cells Transfer

T cells were isolated from spleens of naïve mice as specified above and infected with pMIGII encoding TCR recognizing MHCI-gp100_25-33_ (Overwijk et al., 1998), or MHCI-TRP2_180-188_ (Bendle et al., 2010), or MHCII-TRP1_113-126 (61)_. Recipient tumo-bearing mice were sub-lethally irradiated at a single dose of 600 rad using cobalt source. After 24 hr, mice were injected i.v. twice, 3 days apart, with 1 × 10^6^ transduced T cells followed by i.p. injections of 300,000 IU of IL2 (PeproTech) for 4 consecutive days.

### Flow cytometry

For cell surface staining, monoclonal antibodies conjugated to FITC, PE, PE-Cy7, PE-Cy5.5, APC-Cy7, eFluor 650, or Pacific Blue and specific for the following antigens were used: CD11b (M1/70), Gr-1 (RB6-8C5), F4/80 (BM8), B220 (RA3-6B2), CD45 (A20), CD3 (17A2), CD4 (RM4-4), CD8 (53.6.7), MHCK^b^/K^d^ (28-8-6), CD115 (AFS98), I-Ab (M5/114.15.2), from BioLegend (San Diego, CA). Flow cytometry was performed on CytoFLEX (Beckman Coulter) and datasets were analyzed using FlowJo software (Tree Star, Inc). All in vivo experiments to characterize tumor-infiltrating leukocytes were independently repeated at least three times with three to five mice per group. iTAg APC-labeled H-2K^b^-Trp-2(SVYDFFVWL) and iTAg PE-labeled H-2D^b^-gp100(EGSRNQDWL) tetramers were purchased from MBL international (Woburn, MA) and were used according to manufacturer’s instruction. Tetramers-staining experiments were repeated twice with 5 mice in each group.

### Measuring caspase 3/7 activity in tumor cells

For apoptotic cells measurements, 1 × 10^4^ fluorescently-labeled tumor cells were seeded on 96-well round bottom plates and let adhere for several hours. T cells were then added to the culture in ratios of 1:1, 1:2, 1:5, and 1:10 for additional 3, 6, or 18 hr before adding CellEvent Caspase-3/7 Green Detection Reagent (Invitrogen). Fluorescent intensity was measured by Flow cytometry, using CytoFLEX (Beckman Coulter) and datasets were analysed using FlowJo software (Tree Star, Inc).

### Confocal microscopy

For confocal microscopy imaging, cells were cultured on glass-bottom confocal plates (Cellvis). Cells were live-imaged or fixed and permeabilized with 2% PFA for 20 min. Fixed cultures were washed twice with PBS and stained for membranes with DiD membrane dye (Invitrogen), F-actin with Alexa Fluor 594 Phalloidin (Invitrogen) and nuclei with Hoechst 33,342 (Fluka). For immunofluorescence, fixed cultures were blocked overnight with 5% BSA and stained with 1:100 or 1:200 diluted primary antibodies. Cells were then washed with PBS containing 1% BSA and stained with secondary antibody, diluted 1:100 or 1:200. We used the primary antibodies: anti-CD44 (clone IM7), anti-MHC class I (clone 28-8-6)(both from BioLegend), anti-β-catenin (clone D2U8Y), anti-phosphorylated STAT3 (clone D3A7), anti-active integrin 1β (polyclonal), anti-Granzyme B (clone 5A1E)(all from Cell Signaling Technology), anti-integrin 1β (clone 9EG7), anti-E-cadherin (clone 36)(both from BD Biosciences), anti-TRP2 (clone C-9, Santa Cruz Biotechnology), anti-gp100 (clone EP4863 Galon et al., 2006) and anti-phosphorylated EGFR (clone EP38Y)(both from Abcam).

For frozen sections, tumor tissues were fixed in 4% paraformaldehyde for two hours and equilibrated in a 20% sucrose solution overnight. Tissues were then embedded in frozen tissue matrix (Scigen O.C.T. Compound Cryostat Embedding Medium, Thermo Fisher Scientific) and frizzed at – 80 °C. All specimens were imaged by ZEISS LSM800 (ZEISS) and analysed by ZEN 2.3 (ZEISS) and Imagej.

### Image analysis

Multi-Z-stack images were taken using ZEISS LSM800 (ZEISS) confocal microscope.

Mean fluorescence intensity (MFI) was calculated in regions of interest (ROI) using ZEN 2.3 software (ZEISS) out of a set of images taken under the same conditions. For time-lapse quantification, MFI was normalized using MIN/MAX normalization: $normX=\frac{X-min(X)}{max\left(X\right)-min(X)}$.

Three-dimensional projection and rendering and surface detection were done using IMARIS software 9.5 (Bitplan, RRID: SCR_007370), using the software’s default parameters.

### Electron microscopy

Scanning Electron Microscopy preparation was done as described by Fischer et al, with minor modifications (Fischer et al., 2012). Briefly, cells were fixed with warm 2.5% glutaraldehyde (GA) (EMS) in PBS for 60 min. Cells were then washed twice for 5 min in PBS, and twice with cacodylate buffer (0.1MCaCO, 5mMCaCl pH7.3) (Merck), post-fixed with 1% OsO_4_ for 60 minutes, washed three times in cacodylate buffer and then twice with H_2_O; Dehydration was done with increasing concentrations of reagents grade ethanol (2×5 minutes for 25%, 50%, 70%, 95% and 2×10 min for 100%), and was followed by coating with gold nanoparticles. Images were captured using GeminiSEM 300 (Carl Zeiss Microscopy, Jena, Thuringia, Germany).

For Transmitting Electron Microscopy cells were fixed in 2.5% Glutaraldehyde in PBS over night at 4 °C. After several washings in PBS cells were post fixed in 1% OsO4 in PBS for 2 hr at 4 °C. Dehydration was carried out in graded ethanol followed by embedding in Glycid ether. Thin sections were mounted on Formvar/Carbon coated grids, stained with uranyl acetate and lead citrate and examined in Jeol 1400 – Plus transmission electron microscope (Jeol, Japan). Images were captured using SIS Megaview III and iTEM the Tem imaging platform (Olympus).

### Incucyte assays

For long-term live cell imaging, B16F10 expressing H2B- TdTomato, H2B-GFP, and a mixture of both were sorted from immunotherapy-treated mice and plated in flat-bottom 96-well tissue culture (Corning) and placed in IncuCyte S3 Live Cell Analysis System (Essen BioScience).

For viability assays, 1 × 10^4^ B16F10 cells expressing H2B-TdTomato were plated in flat-bottom 96-well tissue culture (10 × 10^3^ per well, Corning) and were let to adhere for several hours. Splenic CD8^+^ T cells infected with TCR against gp100, or TRP2 were added to culture at several ratios ranging from 1:1 to 10:1 E:T and placed in IncuCyte S3 Live Cell Analysis System (Essen BioScience). In other experiments, 1 × 10^4^ B16 cells expressing H2B-TdTomato were plated in flat-bottom 96-well tissue culture (Corning) and incubated in full DMEM medium containing either 1.5 mM doxorubicin, 3 × 10^–5^% H_2_O_2_ or 50 mg/ml cycloheximide for 92 hr. Confluence percentage and images were acquired and analyzed using IncuCyte Base Analysis Software (Essen BioScience).

Relative confluence was calculated by normalizing to confluence on T_1_:

$$relativeconTn=\frac{conTn}{conT1}$$

### Neoantigen predication

Genomic DNA was extracted from 5 × 10^6^ B16F10 tumor cell lines using NucleoSpin Tissue (MACHEREY-NAGEL), according to manufacturer instructions. Whole exome sequencing was performed by NovoGene. Sequencing libraries were constructed using the Agilent SureSelect kit and sequence on an Illumina Novaseq 6,000 sequencer. Sequencing reads were filtered using the AGeNT SureCall Trimmer (Agilent, v4.0.1) and quality was evaluated using FastQC v0.11.3. Alignment to the mouse genome (mm10, GRCm38.87) was performed using the Burrows-Wheeler Aligner (bwa v 0.7.12) using the bwa mem command with the following parameters: -M –t 4 –T 30. SAMtools was used to remove alignments with a MAPQ score less than 5, and Picard was used to remove duplicate reads. Sorting and indexing were performed using SAMtools. Variants were called using MuTect2 (GATK v 4.0.0.0) and filtered using FilterMutectCalls. Variants were annotated with SnpEff. Neoantigens were identified using MuPeXI v1.2.0 (Bjerregaard et al., 2017) with the following parameters: -s mouse -a H-2-Db, H-2-Kb -l 9–11. MuPeXI was used in conjunction with NetMHCpan v.4.0 and Variant Effect Predictor (VEP) v.87.27. Heatmaps were generated in R using the ‘pheatmap’ package (v1.0.12).

### mRNA extraction and RNAseq analyses

To extract mRNA from tumor cells, 5 × 10^6^ B16F10 sorted from in vivo relapsed tumors, or from cell B16F10 cell lines established from relapsed tumors were collected. For preparation cell-in-cell culture induced by T cells-derived secreted granules, 1 × 10^6^ B16F10 cells were seeded on a low-adherence 10 cm plastic plate pre-coated with 200 μg/mL poly-l-lysine and were let to adhere for 3 hr. Concentrated T cell–derived secreted granules in DMEM were added to the culture, in 1:10 ratio for 4 hr. Cells were collected by washing with fresh media followed by 5 min centrifugation at 250 *g*. RNA was extracted from cells using NucleoSpin RNA (MACHEREY-NAGEL), according to manufacturer instructions. Sequencing Libraries were prepared using INCPM mRNA Seq. NextSeq 75 cycles reads were sequenced on 8 lanes of an Illumina nextseq. The output was ~18 million reads per sample.

For B16 RNAseq, sequencing adaptors were trimmed using fastp 0.19.6 (Chen et al., 2018) and aligned to the GRCm38 mouse assembly using STAR 2.7.1 a (Dobin et al., 2013). Gene count matrix was analyzed for differential expression using DESeq2 1.24.0 (66). Enrichment analysis was performed on differentially expressed genes (adjusted p-value < 0.05) using clusterProfiler 3.12.0. (Yu et al., 2012).

For T cells RNAseq, reads were aligned using Kallisto (Bray et al., 2016) to mouse genome version mm10, followed by further processing using the Bioconductor package DESeq2 1.24.0 (Love et al., 2014). The data was normalized using TMM normalization, and differentially expressed genes were defined using the differential expression pipeline on the raw counts with a single call to the function DESeq (FDR- adjusted p-value < 0.05). Heatmap figures were generated using pheatmap package (Kolde and Vilo, 2015) and clustered using Euclidian distance. Boxplots were generated using BoxPlotR. Sequencing data was deposited in GEO under accession codes GSE164076, GSE164075 and GSE164077.

### Cell-derived secreted granules and melanosomes isolation

For isolation of T-cell–derived secreted granules, 2×10^7^ CD8^+^ T cells were isolated from spleen and plated in 10 cm plate precoated with anti-CD3 and anti-CD28 antibodies and high-dose IL-2 (1,000 IU/mL) for 48 hours in T cell media containing 10% FBS pre-centrifuged at 140,000 rpm for one hour to deplete bovine-derived exosomes. Supernatants were collected and concentrated using Amicon Ultra (Merk) with 100kD filter. For isolation of NK cells-derived secreted granules, splenic 3×10^6^ NK cells isolated from naïve mice were plated in 12-well plate incubated with high-dose IL-2 for 48 hr. Supernatants were collected and concentrated using Amicon Ultra (Merk) with 100kD filter. Secreted granules were added to B16F10 cultures for 24–48 hr incubation and the numbers of cell-in-cell structures out of total 200 cells were counted under fluorescent microscope.

For isolation of secreted melanosomes from B16F10, Melan A, 8 × 10^6^ cell were cultured in 10 cm tissue culture plates and let to adhere overnight. Cells were incubated 48 hr in DMEM supplemented with 10% exosome-free FBS. Supernatants was collected and centrifuged for 1 hr on glucose gradient, as previously described (Santana-Magal et al., 2020).

### Cell-in-cell inhibition assays

For inhibition assays, B16F10 were plated in 4 Chamber glass-bottom confocal plates (Cellvis) 3000 cells/chamber and let adhere for several hours. Cells were incubated for 24–48 hr in complete DMEM, with or without 50 μg/mL cycloheximide, 120 mM 5,6-dichloro-1-beta-D-ribofuranosylbenzimidazole (DRB) (Sigma-Aldrich), 200 nM Latrunculin B (Lat-B, Sigma-Aldrich), 2 μM Stattic (Sigma-Aldrich), 4 μM Gefitinib, 5 μM XAV-939 (Sigma-Aldrich) or the blocking antibodies anti-E-cadherin (clone 36) and anti-N-cadherin (clone 13A9). In addition, gp100-reactive T cells (E:T ratio of 5:1), or T cells-derived secreted granules (10–50 μL of concentrated secreted granules per well) were added to the culture. Cell-in-cell structures were counted under fluorescent microscope for cell-in-cell per 200 cells, three times for each chamber.

### Cell-in-cell counts

For cell-in-cell count, 3000–10,000 tumor cells per one cm^2^ were plated in a 4 Chamber glass-bottom confocal plates (Cellvis) or 96-well flat bottom (Corning) and let adhere for several hours. Cells were then incubated overnight with immune cells or exosomes. Cells were then washed with PBS, trypsinized and moved to coverslip for counting under fluorescent microscope. Percentages of cell-in-cells structures were calculated by counting 200 cells in three independent samples, three fields for each sample.

### Study approval

All animal protocols were approved by the Tel-Aviv University Institutional Animal Care and Use Committee under protocol: #01-16-095, #01-21-011, and #01-19-034. The Rabin Medical Center and Tel Aviv University Institutional Review Board approved the human subject protocols 0460–19-RMC and 16–660-TLV-7 respectively, and informed consent was obtained from all subjects prior to participation in the study.

### Statistics

For time course experiments, significance was calculated using the nonparametric two-way ANOVA with Tukey’s correction for multiple hypotheses. In some cases, Bonferroni-Sidak post-test was performed after two-way ANOVA. For two groups analysis, one-way ANOVA with Dunn’s test was performed. The results were analyzed by Prism (GraphPad Software, Inc). All statistical analyses were performed in Prism (GraphPad Software, Inc). All experiments were performed at least three times with at least three replications.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE164076, GSE164075 and GSE164077. The following datasets were generated: GutwilligA Santana-MagalN Farhat-YounisL RasoulounirianaD MadiA LuxenburgC CohenJ PadmanabhanK ShomronN ShapiraG FeinmesserM ZlotnikO DebetsR Reticker-FlynnNE RiderP CarmiY 2020Transient cell-in-cell formation underlies tumor relapse and resistance to immunotherapy [T cells]NCBI Gene Expression OmnibusGSE16407610.7554/eLife.80315PMC948921236124553 GutwilligA Santana-MagalN Farhat-YounisL RasoulounirianaD MadiA LuxenburgC CohenJ PadmanabhanK ShomronN ShapiraG FeinmesserM ZlotnikO DebetsR Reticker-FlynnNE RiderP CarmiY 2020Transient cell-in-cell formation underlies tumor relapse and resistance to immunotherapy [B16F10]NCBI Gene Expression OmnibusGSE16407510.7554/eLife.80315PMC948921236124553 GutwilligA 2020Transient cell-in-cell formation underlies tumor relapse and resistance to immunotherapyNCBI Gene Expression OmnibusGSE16407710.7554/eLife.80315PMC948921236124553

How the deposited data were processed for this re-analysis (not part of the article)

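RNA was sequenced from 12 libraries of B16F10 mouse melanoma cells in 4 groups of 3: untreated cells (WT), cell lines established from relapsed tumors (ITF1, ITM and Rel), cells incubated with T-cell-derived granules (Lyso) and cells sorted from relapsed tumors (Tumor 1, 3 and 4). Groups and replicates were taken from the sample labels and the paper. The authors trimmed adaptors with fastp, aligned the reads to GRCm38 with STAR and deposited raw counts per gene, one column per library, without normalization. The deposited table holds 54232 genes by Ensembl identifier, 25258 of them with no count in any library, and 4 further rows for reads not counted on a gene. The names of those rows are the ones STAR gives its gene counts. Between 36.17% and 39.36% of the reads of a library fell on genes and between 43.53% and 44.77% on no annotated feature. The strand setting and the annotation release were not found in the paper's text. Symbols and positions were taken from a GENCODE annotation of GRCm38, which holds 54165 of the identifiers. Reads that match several genes are not in the counts, so genes with near-identical copies are underestimated.

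Differential expression was computed from the counts with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest), with TMM normalization, the filter of filterByExpr by group and one fit of all 12 libraries. The paper analyses the count matrix with DESeq2 and does not say whether all groups were fitted together. It names an adjusted p under 0.05, and the fold change minimum was taken from its table of shared genes, in which each is over 1 on the log2 scale. The test covered 14924 genes. Each of the other 3 groups was compared with WT, with Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 and an absolute log2 fold change over 1 were called changed. Genes of the cancer pathway list were called at the adjusted p alone. Standard errors are the log2 fold change over the square root of the F statistic. Principal components used DESeq2 1.42.0 on the 500 most variable genes. Random lists (10000) were matched to the neoantigen genes in 20 bins of mean expression. Other steps were run in Python 3.11.15. On simulated counts with 200 changed genes and a dispersion of 0.05, edgeR recovered 198 of the 200 and called 7 other genes out of 14673 tested, and it called 0 genes in a comparison without changed genes. DESeq2 recovered 196 and called 3 others. The simulated changes were placed in Lyso, in genes well counted in the shallowest library, and each was past the fold change threshold. Every gene had the same dispersion. The recovery therefore does not measure the power for genes with few counts or for the relapsed lines.

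Genes were named from a rule set before the data were examined, and not every gene of it is printed: those the paper names, the first 5 of Figure 6—source data 2 and 3, the JAK, STAT and FGF genes of the latter, and for each comparison the 5 genes with the smallest p in each direction among those past the threshold whose libraries did not overlap, apart from a gene that is not reported here. Jph2, Omg and Prkg2 fall outside the rule. Marker genes in the closing section come from lists written before they were tested. The depth per library ran from 1667398 to 16402629 counts on genes, so that 3 counts, the floor used here, stand for 1.80 CPM in the shallowest library and 0.183 CPM in the deepest. Depth and group are partly confounded, since all Tumor libraries are shallow and all Lyso and relapsed libraries deep, and the labels and the paper give no sequencing batch. Replicate numbers shared between WT, Lyso and Tumor come from the sample labels.

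The alternatives fixed before the data were examined were DESeq2, size factors of the median-of-ratios (RLE) kind, library size as the only scaling, no filter on low counts, a minimum of 10 counts in every library compared, a fit of only the compared groups, the replicate number as a block, each library left out in turn, the adjusted p alone, edgeR's glmTreat, and other gene sets and transformations for the principal components. DESeq2 at the adjusted p alone, DESeq2 on only the compared groups and WT 3 as the only control were added after the data were seen. The KEGG database was not used here, so enrichment was tested on the paper's own gene list. That list is not independent of the enrichment the paper reports. Exome, T-cell and human data were not analysed here.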

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

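The tests on host RNA making up much of the libraries and on Xist were chosen after the results were seen; the others were set before. Groups of 3 libraries were not searched for outlying samples. Each item below is a signal in a list of genes whose expression the paper does not analyse as a list, or in Xist, above its level in every WT library. The paper does discuss granzyme B, the product of Gzmb, as a protein.

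Fibroblast marker genes in Tumor summed to 9053 ± 1520 CPM (SD, n = 3), against 33.3 ± 5.35 CPM (SD, n = 3) in WT. Of 40 marker genes of fibroblasts, myeloid cells, T cells and endothelial cells, 21 passed the threshold with higher values in Tumor and 25 were above 3 counts in all 3 libraries. They were 10 of 10 fibroblast, 6 of 10 myeloid and 5 of 8 endothelial genes, while 1 of the 12 T cell genes was above the floor in all 3 Tumor libraries. RNA of host cells carried through the sorting is a candidate source. Xist, the RNA that silences an X chromosome in female cells, was at 22.16 CPM in Tumor and 0.0393 CPM in WT, where every library was at or under the floor, and above the floor in 3 of 3 Tumor libraries, which is consistent with RNA from cells of female animals. In Lyso, Xist was at 2.30 CPM and above the floor in 3 of 3 libraries. If host RNA made up much of the Tumor libraries, melanocyte genes would be diluted, but their median log2 fold change was 0.13 over 10 genes. The genes did not move together: Tyrp1 (-0.66, adjusted p = 0.0251, edgeR), Mlana (-0.57, 0.0894) and Gpr143 (-0.66, 0.121) were lower in all 3 Tumor libraries, and Mitf (1.00, 0.0113) was higher in all 3, so some dilution is not ruled out. Host RNA remains a possible source, as does expression of these genes by the tumor cells, which was not tested. GC content and gene length were tested as sources of the calls in Tumor: with an offset fitted on GC content 1611 genes passed the threshold, and with one on exonic length 1577, against 1607, of which 1578 and 1533 were the same genes. The offsets changed the log2 fold changes by a median of 0.03 and 0.04 and by at most 0.20 and 0.35, so the test bears only on trends of the libraries with these properties, which were small. With every library thinned to the smallest, 885 passed, so the number of calls depends on the depth.

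Early genes in Tumor summed to 6000 ± 639 CPM (SD, n = 3), against 661.3 ± 120 CPM (SD, n = 3) in WT. Of the 20 listed genes, which leave out Egr1, 18 were higher in Tumor and 2 (Junb and Zfp36) in Lyso, where no tissue was digested. This is consistent with induction during tissue digestion and sorting. A response inside the tumor would raise the same genes and cannot be told apart from it here.

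Interferon gamma response genes in Lyso summed to 7487 ± 335 CPM (SD, n = 3), against 212.2 ± 236 CPM (SD, n = 3) in WT. Of the 19 tested, 17 were higher, where 0.46 would be expected by chance (exact hypergeometric test, one-sided, p = 3.93e-26, across genes). In Tumor, where no granule preparation was added, 14 of the genes were also higher, with a sum of 1089 CPM. For Lyso, a candidate source is interferon gamma carried in the granule preparation. T cell marker genes in Lyso summed to 17.9 ± 1.25 CPM (SD, n = 3), against 3.79 ± 2.79 CPM (SD, n = 3) in WT. Of 12 listed, of which 4 had enough counts to be tested, 3 passed the threshold (Cd8a, Cd8b1 and Gzmb), with no count in any WT library, which is consistent with some RNA of T cells in the preparation. Cd8a and Cd8b1 each lost their call in at least 1 of the fits that left out 1 library (adjusted p up to 0.129, edgeR). Gzmb kept its call in these fits (up to 0.0217). Over the alternatives in normalization, filter, tool, fitted groups and block, the adjusted p of Cd8b1 reached 0.0679 (edgeR or DESeq2). Of the 6 genes above the floor in all 3 Lyso libraries, Lck and Cd28 were also above it in at least 1 WT library and overlapped WT. An offset on GC content left 450 genes past the threshold in Lyso and one on exonic length 452, against 448, of which 429 and 438 were the same genes, with log2 fold changes moved by at most 0.13 and 0.18. Thinning every library to the smallest left 289. WT 3 is deeper than every Lyso library, and the loss of calls on thinning cannot be told apart from the loss of counts. For Lyso, the granules and any contents of their preparation cannot be separated in this design.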

How the results depend on the processing

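Stat3 and Egr1 kept their direction and stayed past the adjusted p threshold in Lyso and Tumor under every tested alternative that gave a value. Egr1 has no value under the minimum of 10 counts in every library, which its WT counts do not reach. The adjusted p of Egr1 in Lyso ranged from 1.97e-17 to 0.0424 over the alternatives. Against WT 3 alone, chosen after the data were seen and without a test, Stat3 in Lyso moved to 3.15. The odds ratio of the cancer pathway genes stayed between 2.47 and 4.93. A count is described as moved when it changed by more than 1.5 times, and a principal component value when it moved by more than the SD of the fits that each left out 1 library. The causes of the changes below were not tested.

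With DESeq2, 44 genes were higher and 52 lower in the relapsed lines, with 5 neoantigen genes among them. Without a filter on low counts, the relapsed lines had 139 higher and 126 lower genes, 8 neoantigen genes and 1 antigen gene (H2-K1), Lyso had 567 and 262, and 248 genes were higher in both Lyso and Tumor. With at least 10 counts in every library, 0 genes were higher in the relapsed lines, Lyso had 176 higher and 47 lower, Tumor 308 and 141, 41 genes were higher in both, and 13 neoantigen and 51 pathway genes changed in Tumor. With only the compared groups, 0 genes were higher and 0 lower in the relapsed lines. At the adjusted p alone, Lyso had 181 lower genes, Tumor 1035 lower genes and 107 changed neoantigen genes. With glmTreat, 0 genes were higher and 0 lower in the relapsed lines, 111 higher and 10 lower in Lyso, 805 and 61 in Tumor, and 55 higher in both. In the fit reported at the claims, 1636 genes of the relapsed lines had an unadjusted p under 0.05; this number was not computed for the others.

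With the replicate number as a block, 309 genes were higher and 54 lower in Lyso, 771 and 101 in Tumor, 77 were higher in both, and 38 neoantigen and 52 pathway genes changed in Tumor. For Tumor this fit also left out Tumor 4 and WT 2, so the smaller counts do not show the effect of the block alone. Stat3 had log2 fold changes of 3.36 in Lyso and 2.34 in Tumor, and Egr1 4.14 and 6.28. In the paired check, the deviations of same-numbered libraries correlated at 0 for Lyso and 0.03 for Tumor, against 0 and -0.008 for other pairs. The block also found 3 antigen genes in Tumor and an odds ratio of 2.67. No paired analysis was possible for the relapsed lines because their columns carry no replicate numbers shared with WT.

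Alternatives added after seeing the data were DESeq2 at the adjusted p alone, which gave 100 higher and 75 lower genes in the relapsed lines with 7 neoantigen genes, 692 and 333 in Lyso, 1024 lower in Tumor, 275 higher in both and 111 neoantigen genes in Tumor. DESeq2 on only the compared groups gave 13 and 18 in the relapsed lines with 1 neoantigen gene, and 131 lower in Lyso. At the adjusted p alone it gave 17 and 18 in the relapsed lines with 1 neoantigen gene, 777 and 335 in Lyso, 664 lower in Tumor, 269 higher in both and 97 neoantigen genes in Tumor.

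Neoantigen genes detected in WT and not in the relapsed lines numbered 1 at 0.1 CPM and 4 at 5 CPM. PC1 held 58.77% of the variance with all filtered genes, 90.45% on log2 CPM and 66.81% with all 12 libraries, with gaps of 7.75, 11.07 and 10.58 times the range within the cultured libraries.

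Across the fits that each left out 1 library, the relapsed lines had from 0 to 78 higher and from 0 to 42 lower genes, Lyso from 236 to 382 and from 30 to 131, Tumor from 954 to 1559 and from 211 to 408, and genes higher in both numbered from 95 to 164. Neoantigen genes past the threshold ranged from 0 to 5 in the relapsed lines, and antigen genes from 0 to 1. In Tumor, B2m lost its call in 1 of these fits or more, with adjusted p-values up to 0.0827, and also with glmTreat (0.193), under which 2 antigen genes passed. Its adjusted p ranged from 7.54e-09 to 0.0262 over the alternatives in normalization, filter, tool, fitted groups and block. Capn6, Itgb5, Tns1, Tgfb3 and Masp1, called in the relapsed lines, each lost their call in at least 1. Neoantigen genes detected only in WT ranged from 4 to 10, PC1 from 76.98% to 86.67% and its gap from 10.38 to 15.73 times the range. At the depth of WT 1 and WT 2, a value under 1.80 and 1.28 CPM is at or under the floor of 3 counts. With library size as the only scaling, the median log2 fold change of all tested genes in Lyso shifted to -0.10.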

Differences from the paper's values

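For genes higher in Lyso, the paper's text gives over 400, against 362 here and 408 with DESeq2. The bars of Fig. 6F, read by eye, show about 680, against the same 362. Of the alternatives set before the data were examined, no filter on low counts (567 genes) and the adjusted p alone (522) came within 1.5 times of it, and the others did not. DESeq2 at the adjusted p alone, chosen after seeing the values, gave 692, and with only the compared groups 777. The bars show about 320 genes lower in Lyso, against 86 here. Only no filter (262) came within 1.5 times among the alternatives set before, and DESeq2 at the adjusted p alone, chosen after seeing the values, gave 333, and with only the compared groups 335. For genes lower in Tumor, the bars show about 1000, against 329 here. Of the alternatives set before, only the adjusted p alone (1035) came within 1.5 times, and DESeq2 at the adjusted p alone, chosen after seeing the values, gave 1024.

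The paper's methods name DESeq2 and, for the enrichment analysis, an adjusted p under 0.05 without a fold change minimum, while each of the paper's 215 shared genes has a log2 fold change over 1 in its table.

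The paper lists 215 genes as shared by Lyso and Tumor, and 141 of them passed the threshold in both comparisons here. DESeq2 called 179 of them and the fit without a filter on low counts 204. The adjusted p alone called more of them than the 141. Fewer were called with at least 10 counts in every library (40), the replicate number as a block (75), only the compared groups (124) and library size as the only scaling (129). Under at least one of the alternatives set before the data were examined, the fits that leave out a library aside, 213 were called. DESeq2 at the adjusted p alone, chosen after seeing the values, called 180, and DESeq2 on only the compared groups, chosen in the same way, 156.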

Other observations

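The tests on strand, on the interferon genes of WT 3, and the counts of splits for the antigen, neoantigen, pathway and shared genes were chosen after the results were seen.

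Other splits of the same libraries were tested in the same way. Of the 10 splits of the relapsed and WT libraries into groups of 3, 4 gave at least as many genes past the threshold as the real split with its 6, and the largest, with WT 1, ITM and Rel on one side, gave 270. In all 10 of 10, at least 0 neoantigen genes and 0 antigen genes passed, so those counts say nothing about the grouping. For Lyso and Tumor, only splits that part as many same-numbered libraries as the real one were compared, 4 for each. The real split alone gave as many genes past the threshold (1 of 4 for Lyso and 1 of 4 for Tumor), and for Tumor also as many neoantigen, antigen and pathway genes and as large an odds ratio (1 of 4 each). The other 6 splits of each part fewer such pairs. A share under 0.05 is out of reach with so few splits, so chance cannot be ruled out by them.

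For genes higher in both Lyso and Tumor, 100 of the 108 splits of the 9 libraries that part the same-numbered libraries were drawn, and 5 gave at least 149 genes, the real one included. The other 4 had the 3 Tumor libraries as the reference, so that WT and Lyso libraries made up both groups set against Tumor, and gave from 162 to 188 genes. Such counts would be expected from the difference of Tumor from the other libraries, so the share of 0.05 says little about chance. The remaining splits gave at most 36.

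About 44% of the reads fell on no annotated feature in each library (from 43.53% to 44.77%). A candidate explanation is that libraries without strand information were counted on one strand. In 107 genes that lie wholly inside exons of one gene on the other strand, the density of counts had a median of 0.992 times that of the gene they lie in, with quartiles of 0.156 and 1.54, where counting by strand on stranded libraries would give values near 0. Across 81 such pairs, the log2 fold changes of both genes had a Spearman correlation of 0.627 in Lyso and 0.778 in Tumor, across genes, which are not independent replicates. Such antisense genes are uncertain. No biological explanation was tested.

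Egr2 and Mapk3, which the paper inhibits beside STAT3 and EGR1, were also measured. In Egr2, all WT libraries were at or under the floor, and it was at least 12.9-fold higher in Tumor (adjusted p = 0.000171, edgeR, 3 of 3 libraries above every WT library) and at least 2.9-fold higher in Lyso (adjusted p = 0.016, edgeR, 3 of 3). In Lyso it lost its call in at least 1 of the fits that left out 1 library (adjusted p up to 0.227) and with glmTreat (0.103), with adjusted p-values up to 0.0408 over the alternatives in normalization, filter, tool, fitted groups and block. Mapk3 had a log2 fold change of 0.37 in Lyso (adjusted p = 0.265) and 0.14 in Tumor (adjusted p = 0.635), which did not pass the threshold.

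WT 3 had 484.2 CPM of the interferon gamma response genes, against 66.8 in WT 1 and 85.7 in WT 2, and 18 of the 20 genes were highest in WT 3 among the WT libraries. WT 3 is also the only deep WT library. A difference between sequencing batches could be the reason, but with 1 deep WT library it cannot be told apart from a difference between cultures. No biological explanation was tested.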
